# The Smaug RNA-Binding Protein Is Essential for microRNA Synthesis During the *Drosophila* Maternal-to-Zygotic Transition

**DOI:** 10.1534/g3.116.034199

**Published:** 2016-09-01

**Authors:** Hua Luo, Xiao Li, Julie M. Claycomb, Howard D. Lipshitz

**Keywords:** Smaug, miRNA, piRNA, siRNA, RNA-binding protein, RNA degradation, Argonaute, Pumilio, Brain tumor

## Abstract

Metazoan embryos undergo a maternal-to-zygotic transition (MZT) during which maternal gene products are eliminated and the zygotic genome becomes transcriptionally active. During this process, RNA-binding proteins (RBPs) and the microRNA-induced silencing complex (miRISC) target maternal mRNAs for degradation. In *Drosophila*, the Smaug (SMG), Brain tumor (BRAT), and Pumilio (PUM) RBPs bind to and direct the degradation of largely distinct subsets of maternal mRNAs. SMG has also been shown to be required for zygotic synthesis of mRNAs and several members of the *miR-309* family of microRNAs (miRNAs) during the MZT. Here, we have carried out global analysis of small RNAs both in wild-type and in *smg* mutants. Our results show that 85% of all miRNA species encoded by the genome are present during the MZT. Whereas loss of SMG has no detectable effect on Piwi-interacting RNAs (piRNAs) or small interfering RNAs (siRNAs), zygotic production of more than 70 species of miRNAs fails or is delayed in *smg* mutants. SMG is also required for the synthesis and stability of a key miRISC component, Argonaute 1 (AGO1), but plays no role in accumulation of the Argonaute family proteins associated with piRNAs or siRNAs. In *smg* mutants, maternal mRNAs that are predicted targets of the SMG-dependent zygotic miRNAs fail to be cleared. BRAT and PUM share target mRNAs with these miRNAs but not with SMG itself. We hypothesize that SMG controls the MZT, not only through direct targeting of a subset of maternal mRNAs for degradation but, indirectly, through production and function of miRNAs and miRISC, which act together with BRAT and/or PUM to control clearance of a distinct subset of maternal mRNAs.

All animal embryos undergo a maternal-to-zygotic transition (MZT), during which a subset of the maternal gene products that were loaded into the oocyte is eliminated and the zygotic genome becomes transcriptionally active (reviewed in Tadros and Lipshitz 2009; Walser and Lipshitz 2011; Lipshitz 2015). The MZT plays an essential role, permitting handover of developmental control from maternal RNAs and proteins to those encoded by the embryo’s own genome. While the timing and content of the MZT differs between and within phyla, there are several conserved components across the metazoa. First, clearance of a subset of maternal mRNAs occurs in several ‘waves,’ the earliest driven by maternal factors and the later ones dependent on zygotic transcription. Likewise, zygotic genome activation occurs in phases, with an early, minor phase followed by major, large-scale transcription. Another conserved feature of the MZT is the role of RNA-binding proteins (RBPs) and microRNAs (miRNAs), which serve as *trans*-acting specificity factors that recruit the RNA-degradation machinery to their target transcripts.

In *Drosophila*, the MZT occurs very rapidly and is completed within the first several hours of embryogenesis (Blythe and Wieschaus 2015; Harrison and Eisen 2015; Laver *et al.* 2015b). Studies over the past decade have identified several of the factors that direct both maternal mRNA clearance and zygotic genome activation. The first of these to be identified, and the earliest acting factor, is the Smaug (SMG) RNA-binding protein, which is synthesized from maternal mRNA after egg activation, binds to stem-loop structures in its target mRNAs, and recruits the CCR4/NOT-deadenylase complex to destabilize these transcripts (Semotok *et al.* 2005, 2008; Tadros *et al.* 2007; Benoit *et al.* 2009; Siddiqui *et al.* 2012; Chen *et al.* 2014).

During the MZT, SMG binds to hundreds of maternal mRNA species, serving as the specificity factor that triggers their degradation (Chen *et al.* 2014). However, in *smg* mutants, not only these direct targets but hundreds of additional maternal mRNA species fail to undergo clearance (Tadros *et al.* 2007; Benoit *et al.* 2009). We have hypothesized that, at least in part, this is because zygotic genome activation fails in the absence of SMG and, therefore, the transcription-dependent, later waves of maternal mRNA decay are affected indirectly (Benoit *et al.* 2009). Contributing to one of these later waves is the *miR-309* locus, which encodes a dozen species of miRNAs with the capacity to target several hundred maternal transcripts for degradation (Bushati *et al.* 2008). We previously showed that several *miR-309* family miRNA species are not produced in embryos derived from *smg* mutant mothers and that *miR-309*-dependent maternal mRNAs remain stable (Benoit *et al.* 2009).

Here, we have carried out global analyses of small RNAs during the MZT in both wild-type and *smg* mutants. First, by analyzing activated, unfertilized eggs, which are loaded with maternally encoded products but do not undergo zygotic genome activation, we were able to identify maternally loaded small RNAs. Second, by analyzing two embryonic time-points, one during the early phase of maternal transcript clearance before large-scale zygotic genome activation and the second after completion of the both the early phase of clearance and global zygotic genome activation, and comparing these to unfertilized eggs, we were able to identify changes in small-RNA populations during the MZT. Third, by analyzing these same time-points in embryos from *smg* mutant females, we were able to define global roles for SMG in small RNA metabolism during the MZT.

Loss of SMG has a profound effect on miRNAs but little effect on piRNAs or siRNAs. Failure to produce zygotic miRNAs in *smg* mutants correlates with failure to clear maternal mRNAs with seed sequences for these miRNA species. We show that SMG is also required for the accumulation of AGO1 protein during the MZT. Thus, SMG controls the MZT through direct regulation of maternal mRNAs and, indirectly, through miRISC, which targets additional maternal mRNA species for clearance.

Recently, we identified the direct targets of the BRAT and PUM RBPs in early embryos and showed that these targets are distinct from those of SMG (Laver *et al.* 2015a). In addition, we showed that BRAT plays an important role in maternal mRNA decay during the MZT (Laver *et al.* 2015a). Here we show that BRAT and PUM share target mRNAs with those predicted for miRISC during the MZT, and that the *miR-309* family of miRNAs shares predicted targets with BRAT but not PUM. We hypothesize that SMG’s indirect regulation of maternal mRNA clearance is likely to be implemented by miRISC acting together with BRAT and/or PUM.

## Materials and Methods

### Experimental methods

#### Fly stocks:

All *Drosophila* cultures were raised at 25° under standard conditions. The following fly strains were used: (1) *w^1118^*, (2) *VASA-GFP/CyO*; *Pr Dr/TM3*, *Sb*, (3) *VASA-GFP/CyO*; *smg^1^/TM3*, *Sb*, (4) *Df(3L)Scf-R6/TM3*, *Sb* (Bloomington Stock #4500), (5) *smg^47^/TM3* (Chen *et al.* 2014), and (6) *w^1118^*; *P[FLAG.HA.AGO2]2* (Bloomington Stock #33242). We have shown that the *smg^1^* mutation (Dahanukar *et al.* 1999) results in production of a truncated SMG protein lacking the RNA-binding domain (Benoit *et al.* 2009), while the *smg^47^* mutation is a deletion that results in a complete lack of SMG protein (Chen *et al.* 2014). The generation of the SMG^WT^ and the point-mutant SMG^RBD^ transgenic lines has been described previously (Semotok *et al.* 2008). Embryos from *VASA-GFP*; *Pr Dr/TM3*, *Sb* females were used as the wild-type controls and are referred to throughout the text as “wild-type embryos.” VASA-*GFP/CyO*; *smg^1^/Df(3L)Scf-R6* females or *smg^47^* homozygous females were used to produce embryos that are referred to throughout the text as “*smg* mutant embryos” rather than the more cumbersome “embryos produced by *smg* mutant females.”

#### Small RNA library construction and next-generation sequencing:

Samples were collected at the following time-points: 0–2 hr old unfertilized eggs (UF0–2h), 0–2 hr old embryos (F0–2h), and 2–4 hr old embryos (F2–4h). Each time-point had three biological replicates. Total RNA was extracted using TRIzol (Invitrogen) following the manufacturer’s protocol. The small-RNA fraction was isolated from the total RNA sample using a published modification of the mirVana (MirVANA kit, Invitrogen) protocol (Gu *et al.* 2011). 2S rRNA depletion followed a published method (Seitz *et al.* 2008) as did small RNA cloning (Gu *et al.* 2011). High-throughput sequencing of the small RNA libraries was performed using an Illumina HiSeq2500 platform at the Tufts University Core Facility (http://tucf-genomics.tufts.edu/).

#### Western blots:

About 30 μg total protein was resolved by 8% SDS-PAGE. After electrophoresis, proteins were transferred to a PVDF membrane (BioRad, Immun-Blot). The membrane was blocked with 5% milk in TBST (20 mM Tris-Cl, pH 7.5, 150 mM NaCl, and 0.1% Tween20) at room temperature for 1 hr. After blocking, the membrane was incubated overnight at 4° with primary antibody. After washing three times with TBST, the membrane was incubated for 1 hr at room temperature with secondary antibody. Western blots were imaged and quantified using a BioRad Imaging System (ImageLab).

#### Antibodies:

Guinea pig polyclonal anti-SMG antibody (Tadros *et al.* 2007) was used at 1:10,000; guinea pig polyclonal anti-DP1 antibody (Nelson *et al.* 2007) at 1:10,000; mouse monoclonal anti-tubulin antibody at 1:10,000 (Sigma); mouse monoclonal antibody for AGO1 (Miyoshi *et al.* 2005) at 1:1000; and mouse monoclonal anti-FLAG antibody (M2) at 1:1000 (Sigma). Antibodies for Argonautes associated with si- and piRNAs are described in Supplemental Material, File S1.

#### RT-qPCR:

Total RNA was isolated from snap-frozen embryo samples using the TRIzol reagent (Life Technologies). The quantity and quality of the extracted RNA were determined by reading the optical densities at 260 and 280 nm (OD 260 / 280) using a NanoDrop spectrophotometer (Thermo Scientific). For mRNA quantification, 1 µg of total RNA was reverse transcribed in a 20 µl reaction using a Vilo Superscript mix (Life Technologies) following the manufacturer’s protocol. The single-stranded cDNA was used to perform quantitative real-time PCR with the SYBR green PCR master mix (Bio-Rad) using a CFX384 Real-Time System (Bio-Rad). Three technical replicates were performed for each RT primer. Relative levels of different transcripts were determined using the ∆∆CT method. *RpL32* transcript levels were used for normalization. RT-qPCR primers are listed in Table S1 (Tab 5: RT-qPCR primers).

### Computational and bioinformatics methods

#### Small-RNA extraction and annotation:

Prior to read mapping, small-RNA reads were processed using the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) to demultiplex, remove adaptor sequences, filter sequence quality (phred quality ≥ 20 in 100% of nucleotides), size trim and filter [18–30 nucleotides (nt)], and collapse fastq reads. Filtered reads were mapped to *Drosophila* Genome Release 5.50 using Bowtie 0.12.8 in the -v alignment mode (Langmead *et al.* 2009). We considered only reads with perfect matches to the genome in subsequent analyses except where specifically mentioned. For miRNA expression analysis, we remapped these to a custom-made Bowtie index of reference sequences (see below). Reads mapping to multiple loci were distributed uniformly among these loci. For example, if one read mapped to two locations, each location was assigned 0.5 reads.

Samtools (Li *et al.* 2009) and BEDTools (Quinlan and Hall 2010) were used for data processing and analysis. Representative classes for small RNAs were determined by intersection with the General Feature Format (GFF) file or aligned to a custom-made Bowtie index of reference sequences in the following order: miRNA, small RNA (tRNA, rRNA, snoRNA, snRNA, and ncRNA), *cis*-NAT-loci, transposable element consensus sequence, exon and intron sequence, and intergenic region.

##### miRNA:

Hairpin.fa, mature.fa, and dme.gff3 (version 19) were downloaded from miRBase (Kozomara and Griffiths-Jones 2011). Noncanonical miRNAs, specifically meaning that they were out of range of annotated mature miRNA sequences, were constructed by extending two nt at the 5′-end and five nt at the 3′-end of annotated mature miRNA species.

##### Cis-NAT-siRNA:

We used lists of previously published *cis*-NAT siRNA loci in the ovary (Czech *et al.* 2008; Okamura *et al.* 2008) to extract *cis*-NAT-siRNAs (21 nt only).

##### TE-siRNA and TE-piRNA:

The consensus transposable element sequence (Version 9.4.1 from the Berkeley *Drosophila* Genome Project (http://www.fruitfly.org/p_disrupt/TE.html) was used for transposable element mapping. Previously published genomic piRNA cluster loci (Brennecke *et al.* 2007) were used to check the distribution of both of TE-siRNAs (21 nt only) and TE-piRNAs (≥23 nt) in the genome.

##### Other reference sequences:

tRNA, rRNA, snoRNA, snRNA, ncRNA, and exon, intron, and intragenic regions were downloaded from FlyBase (*Drosophila* Genome Release 5.50).

#### Data normalization and difference expression:

In high-throughput sequencing data, when a small number of highly expressed genes contributes a substantial proportion of the sequenced reads, the remaining genes will falsely appear to be downregulated. For example, the *miR-309* cluster accounts for > 60% of miRNA reads in 2–4 hr wild-type embryo samples. 

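The miR-309 cluster lies on chromosome 2R of BDGP6 between positions 19660716 and 19661774, on the minus strand, and holds 8 pre-miRNA loci. These loci gave 14 mature species that could be counted in the libraries. In wild-type, the cluster made up 1.34 ± 1.05% (SD, n = 3) of canonical miRNA reads in 0–2 hr unfertilized eggs, 25.4 ± 4.21% (SD, n = 3) in 0–2 hr embryos, and 65.9 ± 1.66% (SD, n = 3) in 2–4 hr embryos. All 3 libraries of 2–4 hr embryos were above all 3 libraries of unfertilized eggs (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With extended reads counted together with canonical ones, the rise of 64.5 percentage points became 61.9. In smg mutants the cluster made up 22.6 ± 9.16% (SD, n = 3) of canonical reads in 2–4 hr embryos. TMM factors, computed over sequences read at least 10 times in every library, were 0.63, 0.49 and 0.91 for the 3 wild-type 2–4 hr libraries. The paper reasons from this share that a few abundant miRNAs would make the others falsely appear reduced, and applied TMM for that reason.

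**Figure D1:**
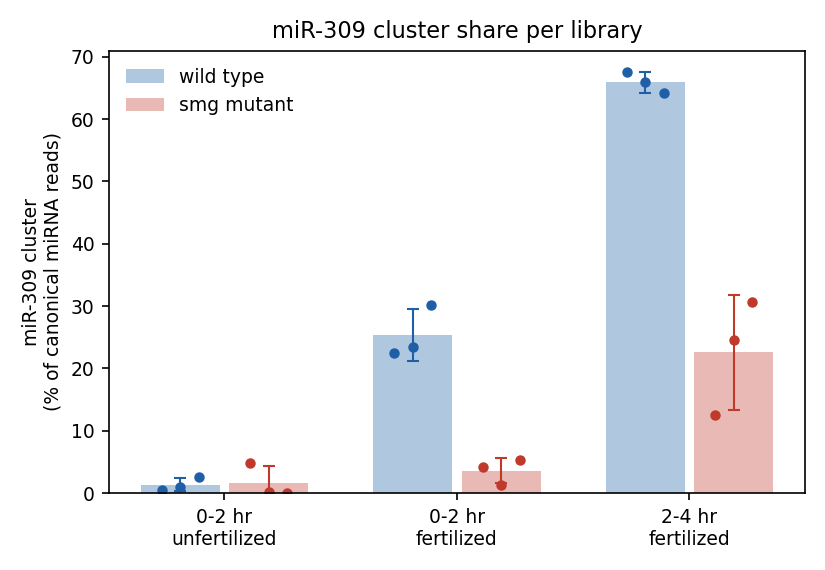
Percentage of canonical miRNA reads that came from the miR-309 cluster (y axis, %), by stage and genotype; bars are means and points are the 3 libraries of each group. The wild-type mean reached 65.9% in 2–4 hr embryos and the smg mean 22.6%.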

To compensate for this, the trimmed mean of M-values (TMM) normalization method was used for small RNA expression normalization. We used reads per million (RPM) for comparison of expression levels between libraries. Small RNA reads RPM > 1 in at least six of 18 libraries was used as a cutoff. We ran a generalized linear model Likelihood Ratio Test (glmLRT, for multifactor experiments) for our datasets. FDR ≤ 5% was considered significant (edgeR, Robinson *et al.* 2010).

#### Analysis of miRNAs:

To identify nontemplated addition (NTA)-miRNA isoforms, we took the imperfectly matched reads in our small RNA library, trimmed off the last three nucleotides from the 3′-end, and then realigned with the genome reference sequence. A subset of these reads then mapped perfectly to the genome reference; therefore, the mismatch came from the 3′-most three nucleotides. We then realigned these mapped reads to the pre-miRNA sequence without trimming and allowing a maximum of three mismatches. Only the 3′-additional sequences that did not match the pre-miRNA sequence were considered as postcleavage nucleotide modification events. For these three nucleotides, only the following patterns were considered as NTA: match-match-mismatch, match-mismatch-mismatch, and mismatch-mismatch-mismatch.

##### Combined analysis of the three isoform types:

The threshold used was Σ (RPM_canonical_ + RPM_noncanonical_ + RPM_NTA_) ≥ 10 in one or more of the six sample sets (the six sets comprised the three time-points by two genotypes; each set included three biological replicates). See Table 1 and Table S1: Tab 3, Exp noncanonical and NTA miRNAs.

**Table 1:** Expression of isoforms of 154 miRNA species expressed during the MZT

Dataset	Canonical RPM	Noncanonical RPM	3′NTA RPM	Total miRNA RPM	Canonical (%)	Noncanonical (%)	3′NTA (%)
wt.UF0–2h	103,105.0	13,902.3	32,837.7	149,847.0	68.8	9.3	21.9
wt.F0–2h	198,888.9	32,382.9	43,433.6	274,705.4	72.4	11.8	15.8
wt.F2–4h	744,043.2	92,198.8	63,846.7	900,088.6	82.7	10.2	7.1
smg.UF0–2h	184,250.6	19,270.6	42,213.7	245,735.0	75.0	7.8	17.2
smg.F0–2h	74,426.1	9,751.6	33,130.1	117,307.8	63.4	8.3	28.3
smg.F2–4h	165,177.2	30,974.7	42,257.2	238,409.1	69.3	13.0	17.7

RPM, reads per million; 3′NTA, 3′-end nontemplated addition; miRNA, microRNA.

##### Hierarchical clustering of canonical miRNAs (Figure 2):

The threshold for inclusion of a canonical miRNA species was that the mean RPM of that species be ≥10 in at least one of the six sample sets (the six sets comprised the three time-points by two genotypes; each set included three biological replicates). RPM was converted to log_2_ and then miRNA species were classified by hierarchical clustering (*k* = 5) in the R software package (Version 3.1.2) (Shen 2013). Table S1: Tab 2, Expression-profiles of miRNA class.

##### Detailed analysis of a subset of highly expressed noncanonical miRNAs (Figure S2):

To be included in the analysis, a noncanonical miRNA species had to meet three criteria: (1) Σ (RPM_canonical_ + RPM_noncanonical_ + RPM_NTA_) ≥ 10 in one or more of the six sample sets (the six sets comprised the three time-points by two genotypes; each set included three biological replicates); (2) RPM_noncanonical_ / Σ (RPM_canonical_ + RPM_noncanonical_ + RPM_NTA_) ≥ 0.5 in one or more of the six sample sets; and (3) |RPM_wild-type eggs_ − RPM_wild-type embryos_| ≥ 0.2. See Table S1: Tab 3, Exp noncanonical and NTA miRNAs.

##### Detailed analysis of a subset of highly expressed NTA-miRNAs (Figure S2):

To be included in the analysis, an NTA-miRNA species had to meet three criteria: (1) Σ (RPM_canonical_ + RPM_noncanonical_ + RPM_NTA_) ≥ 10 in one or more of the six sample sets (the six sets comprised the three time-points by two genotypes; each set included three biological replicates); (2) RPM_NTA_ / Σ (RPM_canonical_ + RPM_noncanonical_ + RPM_NTA_) ≥ 0.2 in two or more of the six sample sets; and (3) |RPM_wild-type eggs_ − RPM_wild-type embryos_| ≥ 0.1 or |RPM_wild-type embryos_ − RPM*_smg_*_embryos_| ≥ 0.2. See Table S1: Tab 3, Exp noncanonical and NTA miRNAs.

#### Comparative analysis of miRNA targets:

To define the set of canonical miRNAs downregulated in *smg* mutants, we chose canonical miRNAs with FDR ≤ 5% at F0–2h or F2–4h (glmLRT) and RPM_canonical_ ≥ 10 in one or more of the six sample sets (the six sets comprised the three time-points by two genotypes). To identify mRNA targets of these downregulated miRNAs, we downloaded datasets from TargetScanFly 6.2 (Schnall-Levin *et al.* 2010) and extracted *Drosophila melanogaster* conserved target sites in the ORF and 3′UTR. Since TargetScanFly6.2 does not have the seed sequences for all miRNAs, we only chose canonical miRNAs that were in the TargetScanFly list for comparative analysis as described above. Previously defined lists were used for SMG-dependent-for-decay mRNAs (embryos 2–3 hr, 5% FDR) (Benoit *et al.* 2009) and SMG-RIP mRNAs (embryos 0–3 hr, 5% FDR) (Chen *et al.* 2014). Statistical analysis used the one-tailed Fisher’s exact test with the Bioconductor GeneOverlap package (Version 1.6.0) in the R software package (Version 3.1.2) (Shen 2013).

### Data availability

The data reported in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE82194.

## Results and Discussion

### Identification of small RNAs present during the MZT

To identify small RNA species expressed during the *Drosophila* MZT and to assess the role of SMG in their regulation, we produced and sequenced 18 small RNA libraries: nine libraries from eggs or embryos produced by wild-type females and nine from *smg* mutant females (the genotypes of the females are in the *Materials and Methods*). The 18 libraries comprised three biological replicates each from the two genotypes and three time-points: (1) 0–2 hr old unfertilized eggs, in which zygotic transcription does not occur and thus only maternally encoded products are present; (2) 0–2 hr old embryos, the stage prior to large-scale zygotic genome activation; and (3) 2–4 hr old embryos, the stage after large-scale zygotic genome activation. After prealignment processing (see *Materials and Methods*), a total of ∼144 million high quality small-RNA reads was obtained and 110 million of these perfectly matched the annotated *Drosophila* genome (FlyBase 5.50). 

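For each of the 18 libraries the authors deposited a list of the distinct sequences of 18 to 30 nt with the count of reads of each. They had already sorted the reads by barcode, removed adaptors, kept reads with a quality score at the authors' minimum or above at every nucleotide, and collapsed identical reads. The counts are raw, without alignment, annotation or normalization. Together the 18 libraries held 144070356 reads, between 3203600 and 10857029 per library with a median of 8522083, and each total equalled the one in Table S1 (Tab 1). The median was 8628247 in wild-type unfertilized eggs, 8415919 in wild-type 0–2 hr embryos and 9010279 in wild-type 2–4 hr embryos. In smg mutants it was 7620562, 9368946 and 7447240 at the same stages. Table S1 lists 110319055 of these reads, 76.6%, as matching the genome. The genome sequence was not analysed here, so the genome-matching total of each library was taken from Table S1. RPM values were computed per 1000000 genome-matching reads after scaling by a TMM factor over the 3342 sequences with at least 10 reads in every library, and the factors ranged from 0.49 to 1.37. The smallest abundance that could be told from none, 3 reads, was 0.33 to 1.17 RPM depending on the library. The labels number the replicates of each group from 1 to 3 and name no sequencing batch or date. After the group means were removed, libraries with the same replicate number had a mean correlation of 0.065 across 125 miRNA species, against -0.031 for libraries with different numbers (exact permutation p = 0.11 over 7776 regroupings).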

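Mature miRNA sequences were not in the reference analysed here, which holds gene coordinates only. Names were therefore joined to sequences through Table S1 (Tab 2), whose mean RPM in the 6 groups was compared with the group means of 676307 candidate sequences. This gave a sequence to 127 of the 131 names, which stand for 126 distinct species. All 3 of the 3 miRNA sequences that the paper gives for its RT-qPCR primers were recovered. Of 2620 decoy rows, in which the 6 values of a name were put in another order, 1 (0.04%) was joined to a sequence. The decoys were tried only at the stricter tolerance, which joined 121 of the names. The 6 names joined at a looser tolerance had no decoy check. Because the join uses the paper's own group means, closeness of the group means to those of the paper is partly built in, whereas the spread between replicates and every test come from the counts alone. A read was counted as canonical when it was a perfect stretch of at least 18 nt of the mature sequence. An extended read held the complete mature 3′ end and up to 5 more nucleotides, or up to 2 more at the 5′ end. A trimmed-and-tailed read held at least 15 nt of the mature sequence followed by 1 to 3 nucleotides that all mismatched it. Without the precursor sequence, templated and nontemplated nucleotides beyond the mature 3′ end could not be separated, so the extended reads mix part of the paper's noncanonical and NTA categories. Canonical reads numbered 22315964 in all, from 294913 to 3698541 per library.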

The components of our small RNA libraries are shown in Table S1 (Tab 1: Small RNA library components).

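Reads of 21 nt outside miRNAs served here as the counterpart of siRNAs, and reads of 23 to 30 nt outside miRNAs as the counterpart of piRNAs, since transposable element families could not be assigned without the genome sequence. Neither set was filtered for genome matches, whereas RPM divides by genome-matching reads, so both totals can include reads that match no genome. The 21 nt reads amounted to 57316 ± 10377 RPM (SD, n = 3) in wild-type unfertilized eggs and 125797 ± 57034 RPM (SD, n = 3) in smg unfertilized eggs. They amounted to 74319 ± 17834 and 70143 ± 6638 RPM in 0–2 hr embryos of the 2 genotypes, and to 108405 ± 20643 and 69791 ± 9349 RPM in 2–4 hr embryos (SD, n = 3 each). Exact permutation tests gave p = 0.1, 0.8 and 0.1 at the 3 stages, where 0.1 is the smallest p possible. The 23 to 30 nt reads amounted to 820098 ± 89706 RPM in wild-type and 478697 ± 84814 RPM in smg unfertilized eggs, to 739026 ± 176841 and 832874 ± 65816 RPM in 0–2 hr embryos, and to 623122 ± 97960 and 618479 ± 158786 RPM in 2–4 hr embryos (SD, n = 3 each). Here exact permutation tests gave p = 0.1, 0.4 and 0.9, so with TMM the genotypes separated completely only in unfertilized eggs. That depended on the scaling. Without TMM the differences of smg mutants from wild-type were -353104, 105038 and 281276 RPM, each with exact permutation p = 0.1. The 21 nt difference in 2–4 hr embryos became 8758 RPM without TMM (exact permutation p = 0.5). At the level of single sequences, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05 called 0, 8 and 0 of 178 sequences of 21 nt at the 3 stages. It called 22, 10 and 0 of 2053 sequences of 23 to 30 nt. These counts depended on the processing. DESeq2 called 303, 213 and 46 sequences of 23 to 30 nt at the 3 stages. Without TMM, 1 was called in unfertilized eggs and 0 in 0–2 hr embryos. From its own assignment to piRNAs and siRNAs, the paper reports that neither population was significantly affected by loss of SMG.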

We found that loss of SMG had no significant effect on piRNAs and siRNAs, or on the Argonaute proteins associated with those small RNAs: Piwi, Aubergine (AUB), AGO3, and AGO2, respectively. In contrast, loss of SMG resulted in a dramatic, global reduction in miRNA populations during the MZT as well as reduced levels of AGO1, the miRISC-associated Argonaute protein in *Drosophila*. 

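Canonical miRNAs totalled 184141 ± 5632 RPM (SD, n = 3) in wild-type 0–2 hr embryos and 83582 ± 12580 RPM (SD, n = 3) in smg 0–2 hr embryos. The totals in 2–4 hr embryos were 740939 ± 386054 RPM in wild-type and 149669 ± 28851 RPM in smg mutants (SD, n = 3 each). Every smg library had a lower total than every wild-type library at both embryo stages (exact permutation p = 0.1 at each, the smallest possible with 3 libraries per group). In 0–2 hr unfertilized eggs, smg mutants had 173630 ± 71481 RPM against 98292 ± 15968 RPM in wild-type (SD, n = 3 each; exact permutation p = 0.2). The difference at 2–4 hr depended most on the scaling and was -591269 RPM with TMM and -274417 RPM without it, scaled by genome-matching reads alone. Outside the miR-309 cluster, 2–4 hr embryos held 250945 ± 129085 RPM of canonical miRNAs in wild-type and 114285 ± 12941 RPM in smg mutants (SD, n = 3 each). AGO1 and the other Argonaute proteins were measured by western blot and are not in the files analysed here. The paper reports that miRNA populations were reduced globally without SMG, in contrast to piRNAs and siRNAs.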

Our analyses of miRNAs and AGO1 are presented in the body of this manuscript (Figure 1, Figure 2, Figure 3, Figure 4, Figure 5, Figure S1, Figure S2, Table 1, Table 2, Table 3, and Table S1) while the data on piRNAs, siRNAs, and the AGO2, AGO3, AUB, and Piwi proteins are exclusively in the supplemental data (Figure S3, Figure S4, Figure S5, Figure S6, File S1, and Table S1).

**Figure 1:**
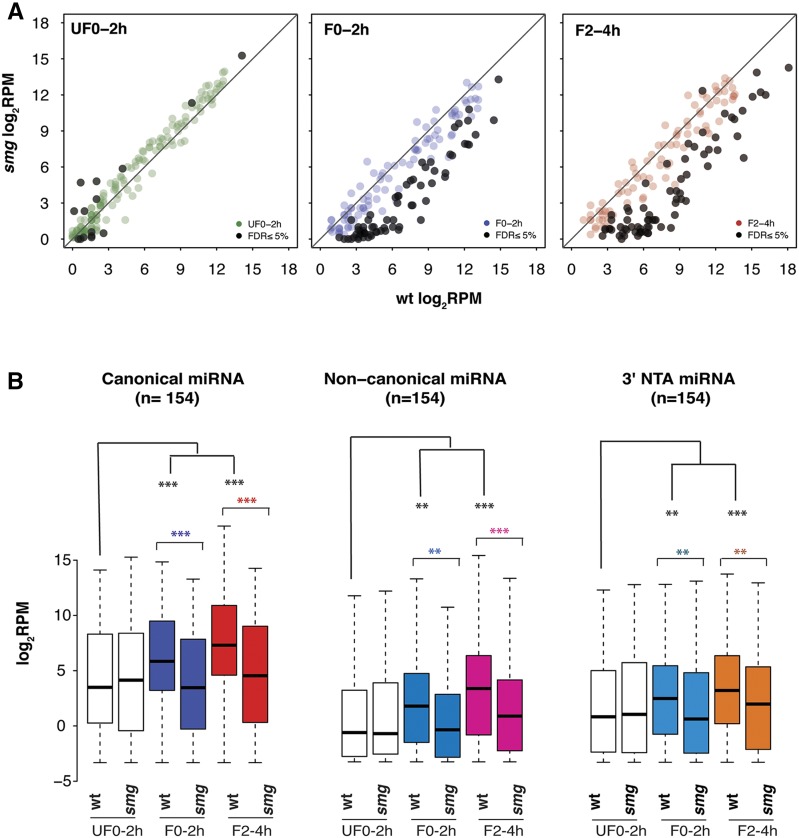
miRNA expression is dramatically reduced in *smg* mutant embryos. (A) Scatterplots showing canonical miRNA expression levels in reads per million (RPM) in wild-type and *smg* mutants in 0–2 hr old unfertilized eggs (UF0–2h), 0–2 hr old embryos (F0–2h), and 2–4 hr old embryos (F2–4h). (B) Box plots showing that canonical, noncanonical, and 3′-end nontemplated addition (NTA) miRNAs were significantly downregulated in *smg* mutant embryos at 0–2 hr and 2–4 hr. *P* values are from the Wilcoxon rank sum test: ** ≤ 0.01, and *** ≤ 0.001. FDR, false discovery rate; miRNA, microRNA; wt, wild type.

**Figure 2:**
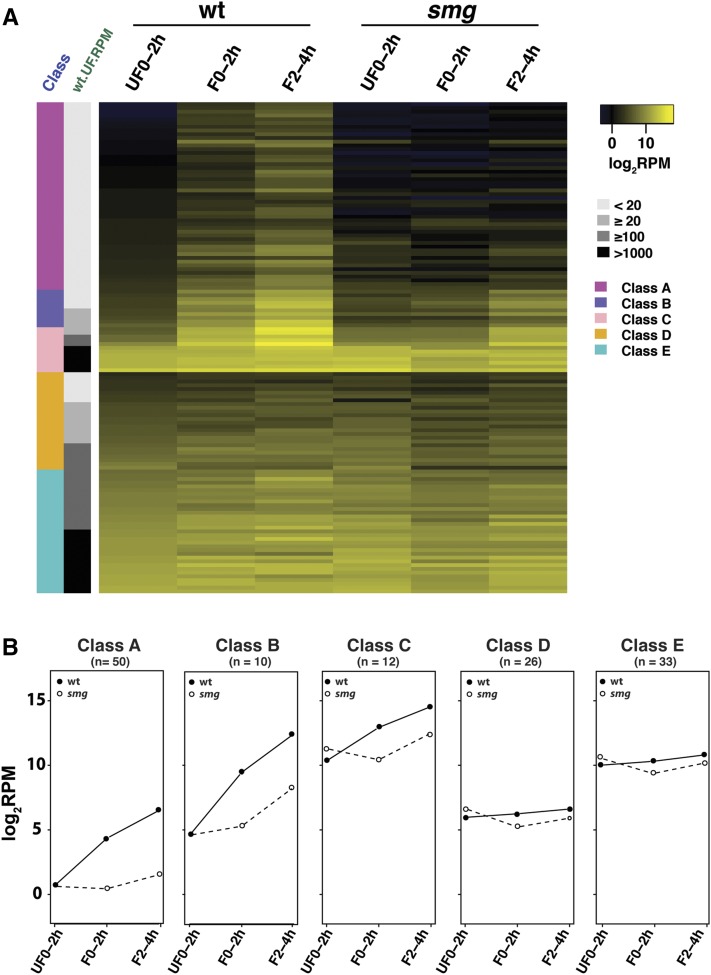
miRNA expression profiles fall into five classes. (A) A heat map showing the expression profiles of each miRNA at the three developmental stages. The miRNA species were classified into five classes (A through E) by hierarchical clustering (*k* = 5). Each row represents one species of miRNA log_2_RPM. The gray bar labeled wt.UF.RPM shows the abundance of maternally loaded miRNAs in RPM as indicated. (B) Plots showing the average expression levels of the miRNA species in each class, in wild-type (solid line) and *smg* mutant (dashed line). UF0-2h, 0-2 hr unfertilized eggs; F0-2h, 0–2 hr embryos; F2-4h, 2–4 hr embryos. miRNA, microRNA; RPM, reads per million; wt, wild type.

**Figure 3:**
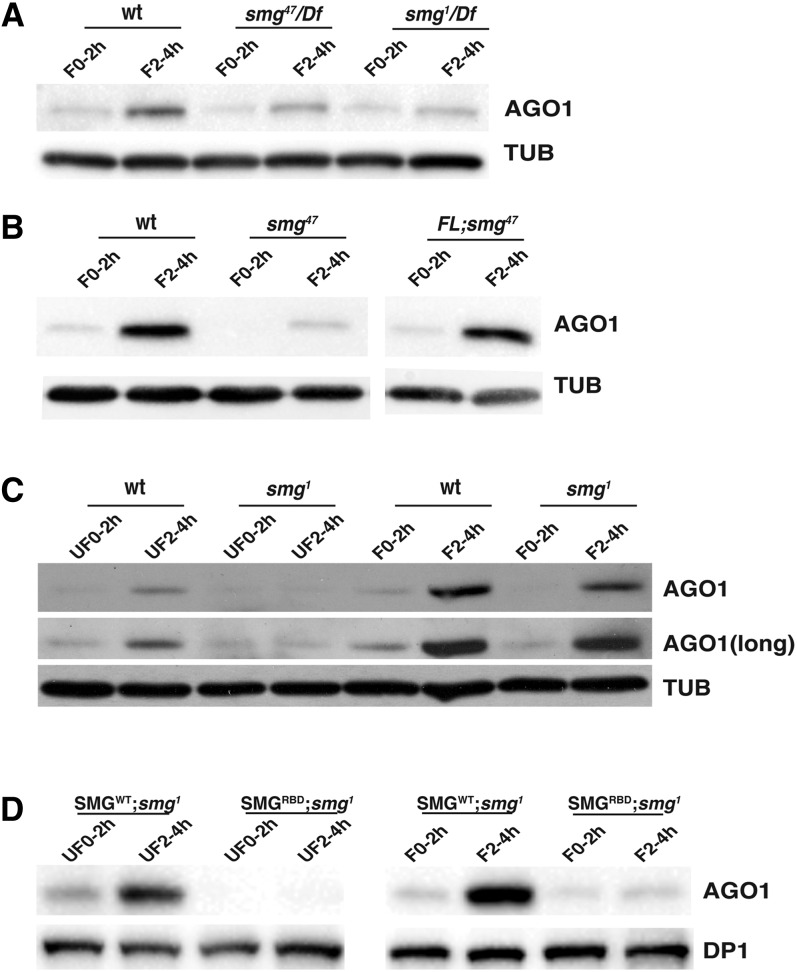
AGO1 protein levels are dramatically reduced in *smg* mutant embryos. Western blot analysis of SMG protein expression with either tubulin or DP1 as loading controls. (A) AGO1 levels in *smg^1^/Df(3L)Scf* and *smg^47^/Df(3L)Scf* embryos are reduced relative to wild-type in 2–4 hr embryos. (B) A full-length *smg* transgene (FL) rescues AGO1 expression in a *smg^47^* mutant background. (C) AGO1 levels are also reduced in *smg^1^/Df(3L)Scf* 2–4 hr unfertilized eggs relative to wild-type. (D) RNA binding by SMG is necessary for AGO1 expression. The genotype of the females was: *UASP[SMG^WT^ or SMG^RBD^]*; *smg^1^*/*P[GAL4*::*VP16-nos.UTR] smg^1^*. The SMG^WT^ transgene rescued expression of AGO1 in both *smg^1^* unfertilized eggs and embryos, whereas the SMG^RBD^ transgene (Semotok *et al.* 2008) did not rescue *smg^1^*. AGO1, Argonaute 1; SMG, Smaug; TUB, tubulin; wt, wild type. UF0-2h, 0-2 hr unfertilized eggs; UF2-4h, 2-4 hr unfertilized eggs; F0-2h, 0-2 hr embryos; F2-4h, 2-4 hr embryos.

**Figure 4:**
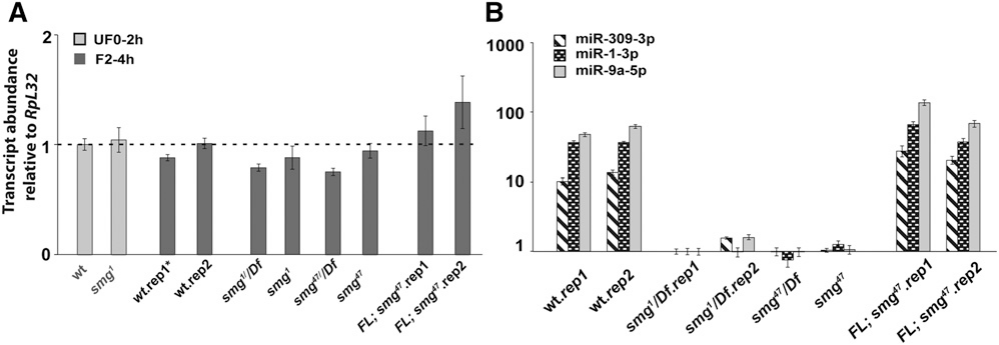
RT-qPCR shows that *Ago1* mRNA expression is unaffected in *smg* mutants whereas miRNA levels are dramatically reduced. (A) RT-qPCR of *Ago1* mRNA shows that expression is unaffected in *smg* mutant eggs and embryos. (B) RT-qPCR shows that a full-length *smg* transgene restores expression of *miR-1-3p*, *miR-9-5p*, and *miR-309-3p* expression in 2–4 hr *smg^47^* mutant embryos. AGO1, Argonaute 1; SMG, Smaug; FL, full-length *smg* transgene; mRNA, messenger RNA; rep, biological replicate; RT-qPCR, reverse transcription-quantitative polymerase chain reaction; wt, wild type.

**Figure 5:**
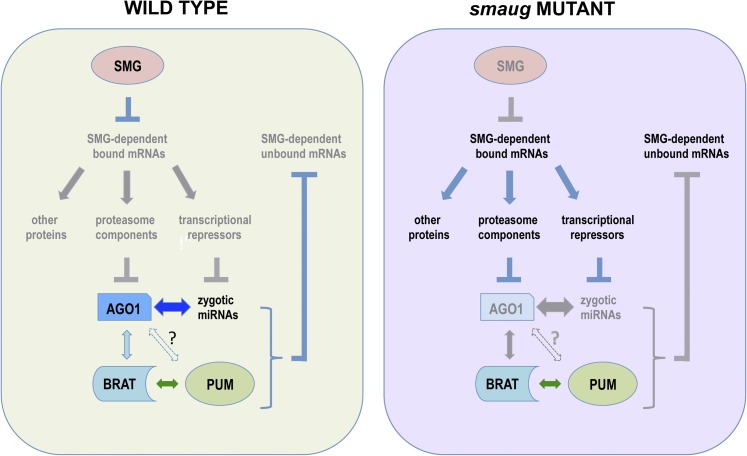
Speculative model for SMG regulation of miRISC in early embryos. Left: In wild type, SMG protein represses mRNAs encoding transcriptional repressors, thus permitting zygotic synthesis of miRNA species, which feed-back to clear additional maternal mRNAs. SMG also represses mRNAs encoding ubiquitylating enzymes and proteasome subunits, thus stabilizing AGO1 protein. The zygotic miRNAs and AGO1 are assembled into miRISC, which further stabilizes these components. BRAT and PUM physically interact with miRISC. Right: In *smg* mutants, the mRNAs encoding transcriptional repressors are not repressed, thus zygotic miRNA species are not produced and their target maternal mRNAs persist. Likewise, the mRNAs related to proteasome function are not repressed, thus AGO1 protein is degraded. The absence of miRNAs results in failure to incorporate AGO1 protein into miRISC, further destabilizing AGO1 protein. In the absence of miRISC, BRAT and PUM are unable to destabilize their mRNA targets. AGO1, Argonaute 1; BRAT, Brain tumor; SMG, Smaug; mRNA, messenger RNA; miRISC, microRNA-induced silencing complex; miRNA, microRNA; PUM, Pumilio.

### miRNA isoforms present during the MZT

A pre-miRNA can generate three types of mature miRNA: (1) a canonical miRNA, which has a perfect match to the annotated mature miRNA; (2) a noncanonical miRNA, which shows a perfect match to the annotated mature miRNA but with additional nucleotides at the 5′- or 3′-end that match the adjacent primary miRNA sequence; and (3) a miRNA with nontemplated terminal nucleotide additions (an NTA-miRNA), which has nucleotides at its 3′-end that do not match the primary miRNA sequence.

In our libraries, we identified a total of 364 distinct miRNA species that mapped to miRBase (Version 19), comprising 85% (364/426) of all annotated mature miRNA species in *Drosophila*. Thus, the vast majority of all miRNA species encoded by the *Drosophila* genome are expressed during the MZT. Overall, in the wild type, an average of 75% of all identified miRNAs fell into the canonical category. 

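Among reads assigned to miRNAs in wild-type, canonical reads made up 67.8 ± 7.88% (SD, n = 3) in 0–2 hr unfertilized eggs, 71.5 ± 3.76% (SD, n = 3) in 0–2 hr embryos and 81.9 ± 3.84% (SD, n = 3) in 2–4 hr embryos. Extended reads made up 25.4 ± 7.38%, 24.1 ± 3.81% and 16.1 ± 3.72% at the same stages (SD, n = 3 each). Trimmed-and-tailed reads, in which each added nucleotide mismatches the mature sequence, accounted for 6.80 ± 0.51%, 4.37 ± 0.050% and 1.93 ± 0.24% (SD, n = 3 each). The extended reads hold the paper's noncanonical reads and those NTA reads whose added nucleotides follow a complete 3′ end, so the paper's 2 remaining categories have no separate counterpart here.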

The remaining miRNAs were either noncanonical (10%) or NTA-miRNAs (15%).

To validate our sequencing results, we compared those mature miRNA species identified in our data that perfectly matched the *Drosophila* genome sequence (*i.e.*, canonical and noncanonical) with a previously published miRNA dataset from 0 to 6 hr old embryos (Ruby *et al.* 2007). To avoid differences caused by miRBase version, we remapped data sets from that previous study (GSM180330 and GSM180331, 0–6 hr) to miRBase Version 19 and found that 99% of their published miRNA species were on our miRNA list (176/178 mature miRNA species comprising 161 canonical miRNAs and 94 noncanonical miRNAs). There were an additional 181 mature miRNA species in our library that had not been identified as expressed in early embryos in the earlier study.

As a second validation, we compared our list of maternally expressed miRNA species (those present in our 0–2 hr wild-type unfertilized egg samples) with the most recently published list of maternal miRNAs, which had been defined in the same manner (Marco 2015). We found that that 99% of the 86 published maternal miRNA species were on our maternal miRNA list (85/86). We identified an additional 144 maternal miRNA species in our library that had not been observed in that study.

Our identification of a large number of additional miRNA species in unfertilized eggs and early embryos can be attributed to the depth of coverage of the current study. Therefore, our dataset provides the most complete portrait to date of the miRNAs present during the *Drosophila* MZT.

### Changes in miRNA populations during the MZT

Next, we analyzed global changes in miRNA species during the MZT in wild-type embryos. We observed a dramatic increase in the proportion of miRNAs relative to other small RNAs, which was due to an increase in absolute miRNA amount rather than a decrease in the amount of other types of small RNAs (Table S1:Tab 1, Small RNA library components). 

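In the paper's own component table (Table S1, Tab 1), miRNAs rose from 117068 ± 24190 to 835637 ± 332163 RPM (the paper's values, SD, n = 3) between wild-type unfertilized eggs and 2–4 hr embryos. All its other components together went from 779791 ± 33318 to 756266 ± 13836 RPM (the paper's values, SD, n = 3, exact permutation p = 0.5). The values in that table carry the paper's TMM scaling, which takes most sequences as unchanged. Near-constancy of the other components is therefore partly built in and does not by itself measure absolute amounts. The reads outside miRNAs counted here were, unlike those components, not filtered for genome matches. In these counts, reads of 23 to 30 nt outside miRNAs went from 820098 ± 89706 to 623122 ± 97960 RPM (SD, n = 3), and reads of 21 nt outside miRNAs from 57316 ± 10377 to 108405 ± 20643 RPM (SD, n = 3). Both changes separated all 3 libraries of one stage from all 3 of the other (exact permutation p = 0.1 for each, the smallest possible). These changes depended on the scaling. With genome-matching reads alone, without TMM, the rise of 21 nt reads went from 51089 to 5427 RPM and no longer separated the stages (exact permutation p = 0.6), and the difference in 23 to 30 nt reads went from -196976 to -514987 RPM (exact permutation p = 0.1). The paper reasons from its component totals that the rise in the proportion of miRNAs came from an increase in their absolute amount.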

In wild-type 0–2 hr unfertilized eggs, the proportion of our small RNA libraries comprised of canonical and noncanonical miRNAs was 12.8% (mean RPM = 117,068). 

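Canonical miRNAs alone made up 11.1 ± 1.93% (SD, n = 3) of genome-matching reads in wild-type 0–2 hr unfertilized eggs, and totalled 98292 ± 15968 RPM (SD, n = 3). Sampling error was small beside the spread between libraries: in the shallowest library, replicate 1 with 3203600 reads, the share was 13.35% with a Wilson 95% confidence interval of 13.31 to 13.40%. The paper's figure includes its noncanonical reads, which could not be separated here.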

These represent maternally loaded miRNAs, since unfertilized eggs do not undergo zygotic genome activation. The proportion of small RNAs represented by miRNAs increased dramatically during the MZT, reaching 50.7% in 2–4 hr embryos (mean RPM = 835,638). 

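In wild-type 2–4 hr embryos, canonical miRNAs made up 44.7 ± 10.6% (SD, n = 3) of genome-matching reads, after 19.0 ± 4.01% (SD, n = 3) in 0–2 hr embryos. The total reached 184141 ± 5632 RPM in 0–2 hr embryos and 740939 ± 386054 RPM in 2–4 hr embryos (SD, n = 3 each). The share rose by 33.5 percentage points from unfertilized eggs to 2–4 hr embryos, with no overlap between libraries (exact permutation p = 0.1, which is the smallest that 3 against 3 can give). When all reads of a library were the denominator, the rise was 28.3 points. Replicate 2 of the 2–4 hr embryos had the highest canonical RPM of the 3, 1152738, and the lowest TMM factor, 0.49.

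**Figure D2:**
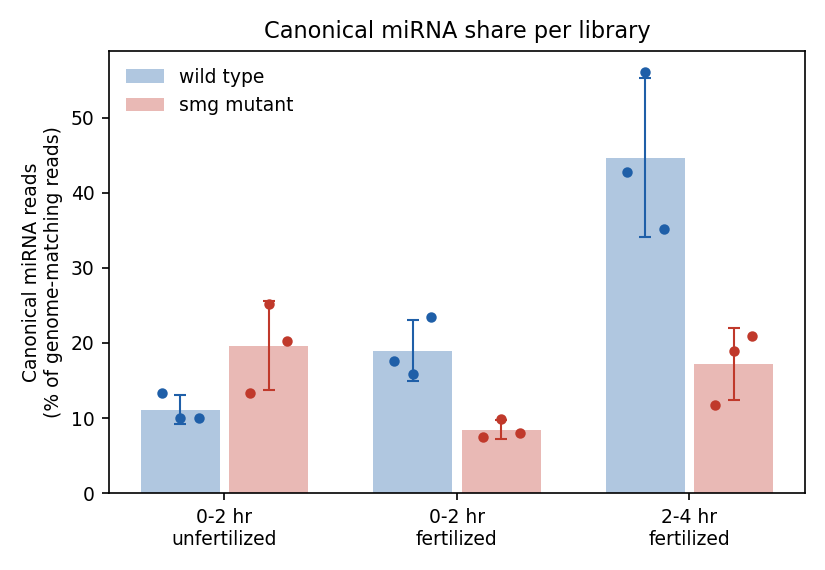
Canonical miRNA reads as a percentage of genome-matching reads (y axis, %), by stage and genotype; bars are means and points are the 3 libraries of each group. The wild-type mean rose from 11.1% in unfertilized eggs to 44.7% in 2–4 hr embryos, while the smg mean was 19.6%, 8.46% and 17.2% at the 3 stages.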

The other abundant classes of small RNAs underwent either no change or relatively minor changes over the same time-course. We conclude that there is a large amount of zygotic miRNA synthesis during the MZT in wild-type embryos.

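In wild-type, 37 of 125 canonical miRNA species tested were higher in 0–2 hr embryos than in 0–2 hr unfertilized eggs and 0 were lower, at an adjusted p of 0.05 in edgeR's quasi-likelihood test. In 2–4 hr embryos 67 species were higher and 1 was lower. The log2 fold changes of the 67 species ran from 1.37 to 11.4, with a median of 5.99. All 14 counted members of the miR-309 cluster were among them at both stages. If TMM was instead computed over the canonical miRNA species, 22 species were higher in 0–2 hr embryos and 44 in 2–4 hr embryos. Fits that each left out 1 library gave 52 to 65 higher species at 2–4 hr. At 0–2 hr the count fell to 16 without replicate 2 of the wild-type unfertilized eggs and to 24 without replicate 1. The paper's conclusion that much miRNA is synthesized zygotically in wild-type rests on the rise in the miRNA proportion beside small changes in other classes. It does not rest on counts of species.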

For more detailed analysis of the canonical, noncanonical, and NTA isoforms, we focused on 154 miRNA species that possessed an average of ≥10 RPM for all three isoform types in one or more of the six sample sets (the six sample sets comprised three biological replicates each of the two genotypes and three time-points; see Table 1 and *Materials and Methods*). Here, we focus on changes in wild-type; changes in the *smg* mutant will be presented in the next section. 

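Between wild-type unfertilized eggs and 2–4 hr embryos, the canonical percentage of miRNA RPM changed by 14.1 points, the trimmed-and-tailed percentage by -4.87 points and the extended percentage by -9.27 points. Each of the 3 changes separated all libraries of the 2 stages (n = 3 each, exact permutation p = 0.1, 0.1 and 0.1, none of which can be below 0.1). Allowing any 1 to 3 nucleotides after the first mismatch as a tail changed the first of these to 14.1 points and the second to -4.89 points.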

Among all miRNAs, in wild-type the proportion of canonical isoforms increased over the time-course from 69 to 83%, the proportion of noncanonical miRNAs remained constant (from 9 to 10%), and the proportion of the NTA-miRNAs decreased (from 22 to 7%). These results derive from the fact that, during the MZT, the vast majority of newly synthesized miRNAs were canonical, undergoing a more than sevenfold increase from 103,105 to 744,043 RPM; that noncanonical miRNAs underwent a comparable, nearly sevenfold, increase from 13,902 to 92,199; whereas NTA-miRNAs underwent a less than twofold increase, from 32,840 to 63,847, thus decreasing in relative proportion.

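The total of canonical miRNAs rose from 98292 ± 15968 RPM in wild-type 0–2 hr unfertilized eggs to 740939 ± 386054 RPM in 2–4 hr embryos (SD, n = 3 each), 7.54-fold between the means (exact permutation p = 0.1, the minimum for this design). Without TMM the increase was 335349 RPM in place of 642647 RPM. Leaving out 1 library at a time gave increases from 436747 to 819512 RPM. The paper reasons from its 3 isoform totals that most newly synthesized miRNAs were canonical, and that NTA-miRNAs lost relative proportion because they rose less.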

### Global impact of smg mutations on miRNA populations during the MZT

Whereas the proportion of the small-RNA population that was comprised of miRNAs increased fourfold over the wild-type time-course, concomitant with increases in overall miRNA abundance, there was no such increase in the *smg* mutant embryos: 21.9% of the small RNAs were miRNAs in 0–2 hr unfertilized *smg* mutant eggs (mean RPM = 203,415) and 20.5% (mean RPM = 196,110) were miRNAs in 2–4 hr *smg* mutant embryos (Table S1: Tab 1, Small RNA library components).

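In smg mutants, canonical miRNAs made up 19.6 ± 5.93% (SD, n = 3) of genome-matching reads in 0–2 hr unfertilized eggs, 8.46 ± 1.29% (SD, n = 3) in 0–2 hr embryos and 17.2 ± 4.83% (SD, n = 3) in 2–4 hr embryos. Their totals were 173630 ± 71481, 83582 ± 12580 and 149669 ± 28851 RPM at these stages (SD, n = 3 each). The unfertilized eggs and the 2–4 hr embryos overlapped in both measures (exact permutation p = 0.6 for the share and 0.6 for the total). With extended reads included, the difference in share between these stages was -0.31 points, against -2.38 points for canonical reads alone, and fits without 1 library ranged from -5.51 to 0.39 points. Of 125 species tested, 0 were higher in 0–2 hr smg embryos than in smg unfertilized eggs, and 4 were higher and 1 was lower in 2–4 hr smg embryos (edgeR, adjusted p of 0.05). These low counts hinged on replicate 1 of the unfertilized eggs, in which zygotic miRNAs were more abundant than in replicates 2 and 3: without it, 15 species were higher and 14 lower at 0–2 hr, and 24 higher and 4 lower at 2–4 hr. With all libraries, the higher species at 2–4 hr numbered 14 with DESeq2, 10 with the likelihood ratio test that the paper names and 0 with TMM over the miRNA species, so the counts do not show that no species rose. From the absence of a rise in its miRNA proportion, the paper asks whether few abundant species or many species were missing in the mutant.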

This difference between wild-type and *smg* mutants could have resulted from the absence of a small number of extremely highly expressed miRNA species in the mutant. Alternatively, it may have been a consequence of a widespread reduction in the levels of all or most zygotically synthesized miRNAs in *smg* mutants. To assess the cause of this difference, we graphed canonical miRNA reads in scatter plots (Figure 1A). 

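Canonical counts of 126 miRNA species were compared between genotypes at each stage with edgeR's quasi-likelihood test, fitted over all 18 libraries, and 125 species passed the filter of more than 1 RPM in at least 6 libraries. In 0–2 hr embryos 41 species were lower in smg mutants than in wild-type and 0 were higher, at an adjusted p of 0.05. At 2–4 hr, 58 were lower and 0 were higher, and in 0–2 hr unfertilized eggs no species passed in either direction. In 39 of the 41 species and 53 of the 58, all 3 smg libraries were below all 3 wild-type libraries. Over all species tested, the median log2 fold change was 0.51 in unfertilized eggs, -2.09 in 0–2 hr embryos and -2.30 in 2–4 hr embryos. With the likelihood ratio test that the paper names, 55 species were lower and 1 was higher in 0–2 hr embryos, and 63 were lower and 0 higher in 2–4 hr embryos. With the replicate number as a block, 43 and 58 species were lower; the pairing by number is taken from the labels, and libraries with the same number were not detectably more alike (exact permutation p = 0.11). TMM over the canonical miRNA species gave 12 and 34 lower species. Fits that each left out 1 library gave 6 to 40 lower species at 0–2 hr, the fewest without replicate 2 of the smg embryos, and 42 to 55 at 2–4 hr, so a single library carried much of the 0–2 hr count. Chi-square per degree of freedom between replicate libraries was 808 to 7328, far above sampling noise, so the spread between libraries limited these tests. It does not show that depth was no limit for rare species.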

These showed that a large number of miRNA species had significantly reduced expression levels in 0–2 and in 2–4 hr *smg* mutant embryos relative to wild-type. 

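Of the 41 species that were lower in smg 0–2 hr embryos, 40 were lower by more than 4-fold, and of the 58 that were lower in 2–4 hr embryos, 54 were. The size of the log2 fold change ran from 1.60 to 7.17 in 0–2 hr embryos, with a median change of -4.94, and from 1.53 to 8.47 in 2–4 hr embryos, with a median change of -5.26. In 2–4 hr embryos, miR-124-5p had 319 ± 288 RPM in wild-type and 0.87 ± 0.35 RPM in smg mutants (SD, n = 3 each; edgeR log2 fold change -8.47, standard error 1.57, adjusted p = 0.00086). For miR-1-3p, whose locus is on chromosome 2L from 20487496 to 20487517, the values were 20990 ± 17310 and 98.6 ± 12.6 RPM (SD, n = 3 each; edgeR log2 fold change -7.73, standard error 1.54, adjusted p = 0.0012). Scaling by TMM over the miRNA species left 12 and 34 species lower by more than 4-fold at the 2 stages.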

Most of the downregulated miRNA species exhibited a more than fourfold reduction in abundance relative to the wild type (Figure 1A, FDR ≤ 5%; glmLRT). Furthermore, this reduction occurred for miRNA species expressed over a wide (10^4^-fold) range of abundances in wild type.

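Among the species lower in smg 0–2 hr embryos, the wild-type mean RPM ran from 2.51 to 20498, a ratio of 8151. At 2–4 hr it ran from 15.3 to 279652, a ratio of 18266. Of the 58 species at 2–4 hr, 23 had a wild-type mean below 100 RPM, 10 had one of 10000 RPM or above, and of the species between, 16 were in the lower and 9 in the upper of equal log10 intervals. Of these species, 48 were outside the miR-309 cluster. The paper takes the breadth of this range, together with the number of species, as evidence that the reduction was widespread and not confined to a few abundant miRNAs.

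**Figure D3:**
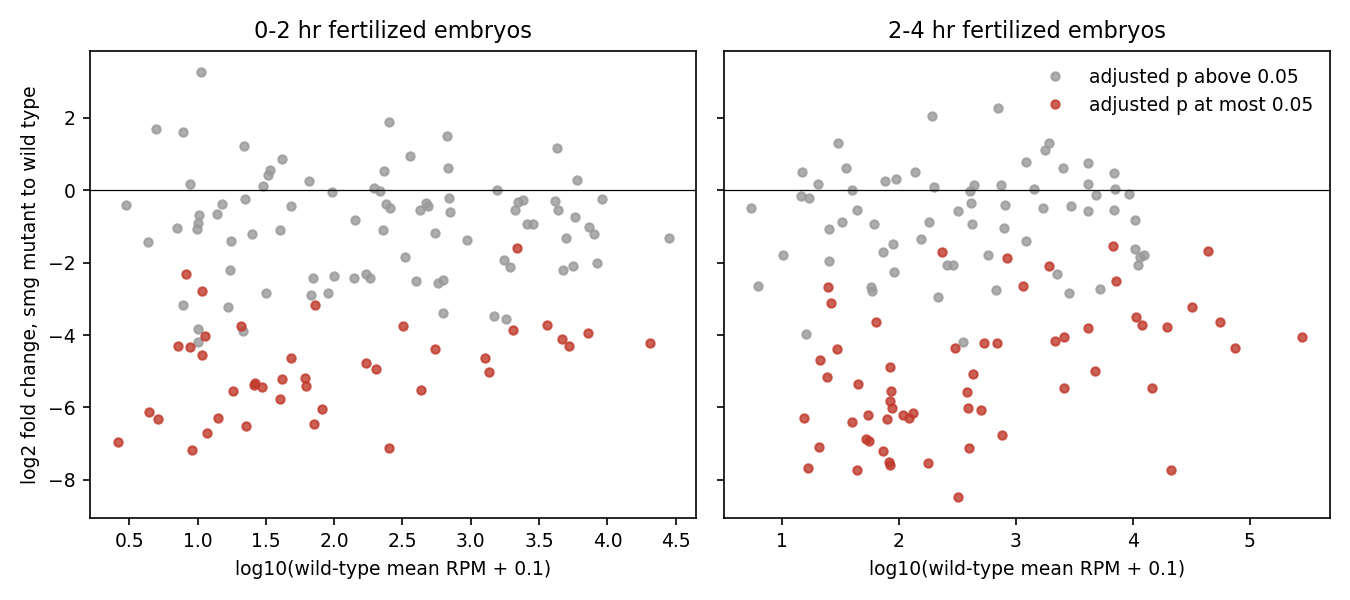
Wild-type mean RPM (x axis, log10 scale) against the log2 fold change of smg mutants over wild-type (y axis) for each of 125 canonical miRNA species, in 0–2 hr embryos and in 2–4 hr embryos; red points have an adjusted p of 0.05 or less. All 41 red points at 0–2 hr and all 58 at 2–4 hr lie below 0.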

We then used box plots to analyze the canonical, noncanonical and NTA, isoforms of the 154 miRNA species identified in the previous section (Figure 1B). 

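The distributions of log2(RPM + 0.1) across 126 species were compared with permutation tests of the rank sum, in a family of 21 comparisons. Species are not independent replicates, so these tests describe the distribution across species and not the spread between embryo collections. The extended or tailed reads stand in for the paper's noncanonical and 3′NTA isoforms together, and the trimmed-and-tailed reads are the part whose added nucleotides mismatch the mature sequence. In wild-type, the canonical median rose from 5.03 to 7.14 between 0–2 hr unfertilized eggs and 0–2 hr embryos (permutation p = 8e-05, Benjamini-Hochberg value 0.00034), and the value in 2–4 hr embryos was 8.40 (permutation p = 1e-05, Benjamini-Hochberg value 7e-05). The value of 1e-05 is the smallest that 100000 permutations can give. The extended or tailed median rose from 2.80 to 5.03 in 0–2 hr embryos (permutation p = 0.0023, Benjamini-Hochberg value 0.0055) and to 5.91 in 2–4 hr embryos (permutation p = 1e-05, Benjamini-Hochberg value 7e-05). The trimmed-and-tailed median rose from -0.52 to 0.94 (permutation p = 0.031, Benjamini-Hochberg value 0.058) and to 2.25 (permutation p = 6e-05, Benjamini-Hochberg value 0.00031). By 2–4 hr, 109 of the 126 species had a higher canonical mean than in unfertilized eggs. With TMM over the miRNA species the canonical rise of 3.37 became 1.69.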

These showed that, in wild type, the median abundance of canonical, noncanonical, and 3′NTA miRNAs increased significantly in 0–2 and in 2–4 hr embryos relative to 0–2 hr unfertilized eggs. 

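In smg mutants the canonical median of log2(RPM + 0.1) was 5.50 in unfertilized eggs, 5.12 in 0–2 hr embryos (permutation p = 0.59, Benjamini-Hochberg value 0.74) and 6.03 in 2–4 hr embryos (permutation p = 0.4, Benjamini-Hochberg value 0.65). The extended or tailed median was 3.41, 3.27 and 4.12 at the 3 stages, with permutation p of 0.92 and 0.45 for the embryo stages against eggs. For trimmed-and-tailed reads the medians were 0.39, -0.066 and 0.59, with permutation p of 0.6 and 0.96. The smallest Benjamini-Hochberg value among these 6 comparisons was 0.65. By 2–4 hr in smg mutants, 69 of 126 species had a higher canonical mean than in smg unfertilized eggs and 57 a lower one. The canonical difference at 0–2 hr, -0.38, moved to 0.42 under TMM over the miRNA species.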

In contrast, there was no significant increase in the median abundance of any of the three isoforms of miRNAs in the *smg* mutant embryos. 

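In 0–2 hr unfertilized eggs, the median of log2(RPM + 0.1) in smg mutants differed from wild-type by 0.47 for canonical reads (permutation p = 0.68, Benjamini-Hochberg value 0.79), 0.62 for extended or tailed reads (permutation p = 0.73, Benjamini-Hochberg value 0.8) and 0.91 for trimmed-and-tailed reads (permutation p = 0.46, Benjamini-Hochberg value 0.65). In 0–2 hr embryos the differences were -2.01 for canonical reads (permutation p = 0.00015, Benjamini-Hochberg value 0.00052), -1.76 for extended or tailed reads (permutation p = 0.011, Benjamini-Hochberg value 0.022) and -1.01 for trimmed-and-tailed reads (permutation p = 0.052, Benjamini-Hochberg value 0.091). The differences in 2–4 hr embryos were -2.37 (permutation p = 1e-05, Benjamini-Hochberg value 7e-05), -1.79 (permutation p = 0.001, Benjamini-Hochberg value 0.0031) and -1.67 (permutation p = 0.0023, Benjamini-Hochberg value 0.0055) in the same order. Canonical means were lower in the mutant for 107 of 126 species in 0–2 hr embryos and for 104 in 2–4 hr embryos. All of these belong to the family of 21 comparisons of medians. Under TMM over the miRNA species, the 2–4 hr differences were -1.40, -0.66 and -0.68. Those of extended or tailed and trimmed-and-tailed reads then no longer passed (permutation p = 0.097 and 0.095). Nor did the 0–2 hr difference of extended or tailed reads, -0.81 (permutation p = 0.29). Without TMM the 2–4 hr differences of these read types were -0.87 and -0.86 (permutation p = 0.051 and 0.053).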

Also, for all three isoform types, when each time-point was compared between wild-type and *smg* mutant, there was no difference between wild type and mutant in 0–2 hr unfertilized eggs but there was a highly significant difference between the two genotypes at both of the embryo time-points. 

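Reads of 22 nt were the most frequent length among canonical reads in every group, at 67.3 ± 9.93% in wild-type and 67.6 ± 4.59% in smg 2–4 hr embryos (SD, n = 3 each; exact permutation p = 1). In 0–2 hr embryos the percentages were 63.8 ± 3.05 and 62.0 ± 3.47 (SD, n = 3 each; exact permutation p = 0.5). Canonical reads beginning with U made up 83.7 ± 1.68% in wild-type and 86.2 ± 1.21% in smg 0–2 hr embryos (SD, n = 3 each; exact permutation p = 0.2), and 86.1 ± 4.28% and 82.6 ± 4.09% in 2–4 hr embryos (exact permutation p = 0.5). Among the tails of trimmed-and-tailed reads, a single A made up 50.3 ± 2.07% and 45.4 ± 4.97% in 0–2 hr embryos (exact permutation p = 0.3), and 49.5 ± 3.28% and 52.0 ± 6.66% in 2–4 hr embryos (exact permutation p = 0.7, n = 3 each). A design with 3 libraries per group cannot give a p below 0.1, and differences smaller than the spread between libraries were not detectable. Leaving out replicate 2 of the wild-type 2–4 hr embryos moved the difference in 22 nt reads most, from 0.28 to 5.56 points.

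**Figure D4:**
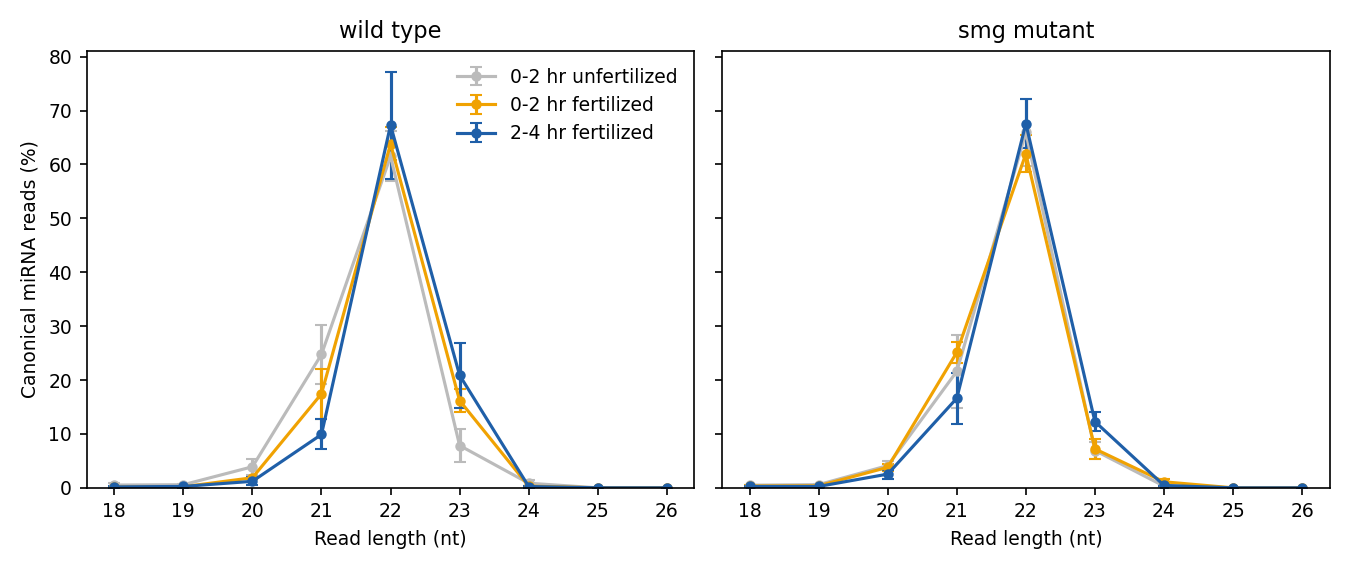
Percentage of canonical miRNA reads (y axis, %) of each length (x axis, nt), in wild-type and in smg mutants, with a line for each stage; values are means of 3 libraries and error bars are SD. The highest point is at 22 nt in every group, at 61.5, 63.8 and 67.3% in wild-type and 65.9, 62.0 and 67.6% in smg mutants.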

Whereas the abundance of miRNAs differed between wild-type and mutant embryos, there was no difference in length or first-nucleotide distribution of canonical miRNAs, nor in the nontemplated terminal nucleotides added to NTA-miRNAs (Figure S1).

### Classification of miRNA species into expression classes and the role of SMG

As described above, during the wild-type MZT, canonical miRNAs comprised the major isoform that was present (69–83% of miRNAs). Therefore, we next asked whether miRNA species could be categorized into different classes based on their expression profiles during the wild-type MZT. We analyzed 131 canonical miRNA species that had ≥ 10 mean RPM in at least one of the six datasets (see *Materials and Methods*). 

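Of the 131 names in Table S1 (Tab 2), 126 distinct sequences were counted here. They comprised 47 of 50 species of Class A, 10 of 10 of Class B, 12 of 12 of Class C, 25 of 26 of Class D and 32 of 33 of Class E. The names left out were 4 that matched no sequence, and a pair of names with the same sequence was counted once.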

Hierarchical clustering of their log_2_RPM values identified five distinct categories of canonical miRNA species during the MZT. 

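Hierarchical clustering of the paper's log2 group means into 5 groups placed 131 of 131 species in the class that Table S1 gives. The same clustering of the group means computed here placed 81 of 126 species in that class. By class, 33 of the 47 species of Class A, 10 of 10 of Class B, 0 of 12 of Class C, 16 of 25 of Class D and 22 of 32 of Class E kept their class. All values at the sentences on single classes use the membership in Table S1.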

We then assessed the effects of *smg* mutations on each of these classes. The data are shown in Figure 2 and Table S1 (Tab 2, Exp-profiles of miR class).

#### Class A (50 miRNA species): Nonmaternal, low zygotic:

##### Wild type:

Maternal deposition of this set of miRNA species was absent or very low with an average RPM of 1.4 in 0–2 hr unfertilized eggs. 

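The 47 species of Class A averaged 1.26 ± 0.57 RPM in wild-type 0–2 hr unfertilized eggs, 18.0 ± 4.52 RPM in 0–2 hr embryos and 71.5 ± 25.6 RPM in 2–4 hr embryos (SD, n = 3 each). The class value is the geometric mean over species of the group mean RPM, with a pseudocount of 0.1, and its SD is that of the 3 per-library class values. The average in unfertilized eggs was above the smallest abundance its 3 libraries could show, 1.17, 0.41 and 0.39 RPM for 3 reads, but close to the highest of these. Low maternal deposition could not be told from none for species below these values. The class average over all 3 libraries was not below them, but without replicate 3 it was 0.68 RPM, under the highest of these values. On the scale of mean log2(RPM + 0.1), Class A rose by 5.84 from unfertilized eggs to 2–4 hr embryos (n = 3 each, exact permutation p = 0.1, as low as 3 libraries per group can reach). TMM over the miRNA species lowered that rise to 4.41. Individually, 41 of the species were higher in 2–4 hr embryos in edgeR's test at an adjusted p of 0.05.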

These species accumulated at low levels upon zygotic genome activation, reaching an average of 72.6 RPM in 2–4 hr embryos. Consistent with our conclusion that this class of miRNAs is zygotically synthesized is the fact that 13 of 21 Class A miRNA species that had been examined in a previous study were shown there to be downregulated when the zygotic transcription factor, Zelda (ZLD), is mutated (Fu *et al.* 2014). Three of the Class A miRNA species are part of the 12-member *miR-309* family, which is expressed zygotically and targets a subset of maternal mRNAs for degradation (Bushati *et al.* 2008). 

##### smg mutants:

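In smg mutants, Class A averaged 1.04 ± 0.50 RPM in unfertilized eggs, 1.27 ± 0.30 RPM in 0–2 hr embryos and 1.98 ± 0.14 RPM in 2–4 hr embryos (SD, n = 3 each). Mean log2(RPM + 0.1) was higher by 1.09 in 2–4 hr embryos than in unfertilized eggs, with all libraries of the later stage above those of the earlier one (exact permutation p = 0.1, n = 3 each), although both were near the floor of detection. Replacing the pseudocount of 0.1 by 1 reduced this difference to 0.47, and the libraries no longer separated (exact permutation p = 0.2). Against wild-type, the class differed by -3.54 in 0–2 hr embryos and -4.92 in 2–4 hr embryos on the log2 scale (exact permutation p = 0.1 and 0.1, where 0.1 is the minimum). No species of Class A was higher in smg embryos than in smg unfertilized eggs at an adjusted p of 0.05 in edgeR's test, but without replicate 1 of the unfertilized eggs, in which zygotic miRNAs were more abundant, 5 were higher at 0–2 hr and 9 at 2–4 hr. In 2–4 hr embryos 37 species of the class were lower in smg mutants than in wild-type.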

Class A miRNAs failed to accumulate in *smg* mutants with an average RPM of 1.2 in 0–2 hr unfertilized eggs, 1.1 RPM in 0–2 hr embryos, and 2.1 RPM in 2–4 hr embryos. Consistent with these observations, we previously showed that one of the Class A species, a *miR-309* family member called *miR-3-5p*, fails to increase in abundance in *smg* mutants (Benoit *et al.* 2009).

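The species miR-3-5p lies on chromosome 2R from 19661635 to 19661656 on the minus strand, in gene FBgn0262372. It had 0.62 ± 0.56 RPM in wild-type unfertilized eggs, 253 ± 420 RPM in 0–2 hr embryos and 217 ± 55.3 RPM in 2–4 hr embryos (SD, n = 3 each). In smg mutants it had 22.2 ± 37.3, 1.80 ± 0.52 and 28.4 ± 41.0 RPM at these stages (SD, n = 3 each). The fold change of smg mutants over wild-type on the log2 scale was -7.11 in 0–2 hr embryos (standard error 2.20, edgeR adjusted p = 0.02) and -2.94 in 2–4 hr embryos (standard error 1.81, edgeR adjusted p = 0.2). Between smg unfertilized eggs and 2–4 hr smg embryos it was 0.35 (standard error 1.69, edgeR adjusted p = 0.91). Several of these SDs were as large as the means, and with the replicate block the change at 0–2 hr was -5.92. The paper relates this species to its earlier observation that miR-3-5p does not rise in smg mutants.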

#### Class B (10 miRNA species; low maternal, high zygotic):

##### Wild type:

Class B miRNA species were loaded at low levels maternally, averaging 23.7 RPM in 0–2 hr unfertilized eggs, then increasing to an average abundance of 702 RPM in 0–2 hr embryos, and 5557 RPM in 2–4 hr embryos. 

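The 10 species of Class B averaged 22.2 ± 14.2 RPM in wild-type unfertilized eggs, 656 ± 19.7 RPM in 0–2 hr embryos and 5532 ± 1979 RPM in 2–4 hr embryos (SD, n = 3 each). The rise in mean log2(RPM + 0.1) from unfertilized eggs to 2–4 hr embryos was 8.07 (exact permutation p = 0.1, n = 3 each, the lowest p attainable), and 6.48 with TMM over the miRNA species. All 10 species were higher at both embryo stages than in unfertilized eggs in edgeR's test at an adjusted p of 0.05. Of these species, 6 belong to the miR-309 cluster.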

Nine of 10 Class B miRNA species have been shown to be downregulated in *zld* mutants (Fu *et al.* 2014). Half of the members of this class derive from the *miR-309* family. 

##### smg mutants:

In contrast to the wild type, in *smg* mutants there was no significant increase in average abundance of Class B miRNA species between 0–2 hr unfertilized eggs (23.9 RPM) and 0–2 hr embryos (38.9 RPM). 

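Class B averaged 20.9 ± 29.7 RPM in smg unfertilized eggs and 45.4 ± 18.5 RPM in smg 0–2 hr embryos (SD, n = 3 each). In unfertilized eggs, replicate 1 held more of these species than replicates 2 and 3, and miR-309-3p, for example, had 52.9 RPM in replicate 1 against 7.31 and 1.68 RPM. Mean log2(RPM + 0.1) differed by 2.27 between the stages, and the libraries of the 2 stages overlapped (exact permutation p = 0.3, n = 3 each). Under TMM over the miRNA species the difference was 2.94. No species of the class passed an adjusted p of 0.05 between these stages in edgeR's test, whereas without replicate 1 of the unfertilized eggs 6 of the 10 were higher in the embryos, so the result hinged on that library.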

However, their average abundance increased almost 10-fold by 2–4 hr to 320 RPM. These results suggest that, in *smg* mutants, synthesis of Class B miRNA species is delayed or reduced rather than absent. 

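By 2–4 hr, Class B reached 281 ± 116 RPM in smg embryos, against 656 ± 19.7 RPM in wild-type 0–2 hr embryos and 5532 ± 1979 RPM in wild-type 2–4 hr embryos (SD, n = 3 each). Between smg unfertilized eggs and 2–4 hr smg embryos, mean log2(RPM + 0.1) rose by 4.71 with complete separation of the libraries (exact permutation p = 0.1, n = 3 each, the smallest available). A pseudocount of 1 gave a rise of 4.38, and leaving out 1 library at a time gave 3.90 to 6.15. In edgeR's test 1 species of the class was higher in 2–4 hr smg embryos than in smg unfertilized eggs at an adjusted p of 0.05, namely miR-309-3p, with 909 ± 497 RPM (SD, n = 3) in the embryos, and without replicate 1 of the unfertilized eggs all 10 were. Against wild-type, Class B differed by -4.10 in 0–2 hr embryos and -4.31 in 2–4 hr embryos on the log2 scale (exact permutation p = 0.1 and 0.1, n = 3 each). From the late rise in the mutant, the paper proposes that synthesis of this class is delayed or reduced and not absent.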

This unexpected conclusion was enabled by the global nature of the current analysis relative to our previous study of a small number of *miR-309* family miRNAs (Benoit *et al.* 2009).

#### Class C (12 miRNA species; high maternal, very high zygotic):

##### Wild type:

Class C miRNA species were found to be maternally loaded at high levels as well as synthesized at very high levels zygotically. They were present in 0–2 hr unfertilized eggs at 1301 RPM average. and increased to averages of 7821 RPM at 0–2 hr and 24,042 RPM at 2–4 hr. 

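The 12 species of Class C averaged 1265 ± 274 RPM in wild-type unfertilized eggs, 7278 ± 1655 RPM in 0–2 hr embryos and 23717 ± 6890 RPM in 2–4 hr embryos (SD, n = 3 each). Mean log2(RPM + 0.1) rose by 4.36 over this interval (exact permutation p = 0.1, n = 3 each, with no smaller p possible). The rise was 3.56 without TMM and 2.76 with TMM over the miRNA species. Classes from clustering of the values computed here do not test this rise, because the cluster that took the label C holds 0 species of Class C. In edgeR's test, 7 of the species were higher in 2–4 hr embryos at an adjusted p of 0.05.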

Five of the 12 members of this class derive from the *miR-309* family. 

##### smg mutants:

Class C miRNA species reached a roughly similar abundance in 2–4 hr mutant embryos (5752 RPM average) to that seen at 0–2 hr in the wild type (7820 RPM average), suggesting that, as was the case for Class B miRNAs, zygotic production of Class C miRNA species is delayed or reduced but not absent in the mutant. 

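In smg mutants, Class C averaged 2314 ± 476 RPM in unfertilized eggs, 1563 ± 340 RPM in 0–2 hr embryos and 5157 ± 2086 RPM in 2–4 hr embryos, beside 7278 ± 1655 RPM in wild-type 0–2 hr embryos (SD, n = 3 each). Computed library by library, mean log2(RPM + 0.1) differed by 0.073 between smg unfertilized eggs and smg 0–2 hr embryos (exact permutation p = 1) and rose by 1.74 to 2–4 hr (exact permutation p = 0.1, n = 3 each). The class average is taken from group means and the log2 value from each library, and the first difference has opposite signs in the 2 measures. In 2–4 hr embryos the class was -2.29 on the log2 scale relative to wild-type (exact permutation p = 0.1), -1.49 without TMM and -1.29 with TMM over the miRNA species. At an adjusted p of 0.05 in edgeR's test, 3 species were higher in 2–4 hr smg embryos than in smg unfertilized eggs, and 5 were higher and 2 lower without replicate 1 of the eggs. The paper compares the 2–4 hr mutant with the 0–2 hr wild-type and proposes that zygotic production of the class is delayed or reduced but not absent.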

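The 3′ species of miR-3, miR-3-3p, lies on chromosome 2R from 19661600 to 19661621. In wild-type it rose from 56.6 ± 36.5 RPM in unfertilized eggs to 4665 ± 329 RPM in 0–2 hr embryos and 74339 ± 53743 RPM in 2–4 hr embryos (SD, n = 3 each). In smg mutants it had 141 ± 185, 269 ± 89.3 and 3659 ± 1639 RPM (SD, n = 3 each). Relative to wild-type, its log2 fold change was -4.12 in 0–2 hr embryos (standard error 0.97, edgeR adjusted p = 0.0077) and -4.34 in 2–4 hr embryos (standard error 0.98, edgeR adjusted p = 0.0027). Within the mutant, the log2 fold change from unfertilized eggs to 2–4 hr embryos was 4.69 (edgeR adjusted p = 0.026). With TMM over the miRNA species, the genotype difference at 2–4 hr was -3.05.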

One of the *miR-309* family miRNA species that we previously analyzed by northern blots in *smg* mutants (Benoit *et al.* 2009), *miR-3*, belongs to this class.

#### Class D (26 miRNA species; low maternal, constant level):

##### Wild type:

There was no significant change in the abundance of Class D miRNA species in the embryo time-course relative to unfertilized eggs. They were present in unfertilized eggs at an average of 46.1 RPM that increased to 71.9 by 2–4 hr. 

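The 25 species of Class D averaged 47.6 ± 16.1 RPM in wild-type unfertilized eggs, 56.2 ± 11.0 RPM in 0–2 hr embryos and 78.1 ± 12.3 RPM in 2–4 hr embryos (SD, n = 3 each). The difference in mean log2(RPM + 0.1) between unfertilized eggs and 2–4 hr embryos was 0.76, with overlapping libraries (exact permutation p = 0.2, n = 3 each). Its direction depended on the scaling: it was -0.027 without TMM and -0.83 with TMM over the miRNA species. The cluster labelled D among the values computed here differed by 3.41, but 14 of its 30 species are of Class A. In edgeR's test, 2 species were higher and 1 was lower in 2–4 hr embryos at an adjusted p of 0.05.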

Therefore, Class D represents either stable maternal miRNAs with a small amount of zygotic synthesis or a balance in which synthesis of new miRNAs in embryos compensates for turnover of maternal copies. 

##### smg mutants:

The expression profiles of Class D miRNA species were very similar in *smg* mutants and the wild type. We observed a drop in average levels from 73.9 RPM in unfertilized eggs to 28.1 in 0–2 hr mutant embryos followed by an increase to 47.8 in 2–4 hr embryos. 

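In smg mutants, Class D averaged 74.3 ± 18.6 RPM in unfertilized eggs, 34.1 ± 7.05 RPM in 0–2 hr embryos and 47.9 ± 7.73 RPM in 2–4 hr embryos (SD, n = 3 each). Mean log2(RPM + 0.1) changed by -1.23 between unfertilized eggs and 0–2 hr embryos, which separated all libraries (exact permutation p = 0.1, n = 3 each), and by -0.55 between unfertilized eggs and 2–4 hr embryos, which did not (exact permutation p = 0.2). Between genotypes the class differed by -0.88 in 0–2 hr and -0.58 in 2–4 hr embryos (exact permutation p = 0.1 and 0.1, n = 3 each). The 2–4 hr difference was positive without TMM, 0.21, and with TMM over the miRNA species, 0.41. The paper reads this profile as decay of maternal copies together with delayed or lower zygotic synthesis, and states that the small size of the changes left no firm conclusion.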

These data are consistent with decay of maternally contributed copies together with delayed (or lower level) synthesis of zygotic copies in *smg* mutants relative to the wild type. The small magnitude of these changes did not, however, permit a firm conclusion.

#### Class E (33 miRNA species; high maternal, constant level):

##### Wild type:

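The 32 species of Class E averaged 978 ± 237 RPM in wild-type unfertilized eggs, 1144 ± 87.0 RPM in 0–2 hr embryos and 1725 ± 166 RPM in 2–4 hr embryos (SD, n = 3 each). The rise in mean log2(RPM + 0.1) from unfertilized eggs to 2–4 hr embryos was 0.78 (exact permutation p = 0.1, n = 3 each). It was -0.014 without TMM and -0.82 with TMM over the miRNA species, so its direction depended on the scaling. At an adjusted p of 0.05 in edgeR's test, 7 species were higher in 2–4 hr embryos than in unfertilized eggs.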

Class E miRNA species were present in unfertilized eggs at an average RPM of 1031 and increased only slightly, to 1269 RPM, in 0–2 hr embryos, and then to 1798 RPM in 2–4 hr embryos. Thus, this class comprises stable maternal copies with some new synthesis in embryos or unstable maternal copies with compensatory synthesis in embryos. Consistent with the latter possibility, nine of 22 Class E miRNA species have been shown to be downregulated in *zld* mutants (Fu *et al.* 2014). 

##### smg mutants:

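In smg mutants, Class E averaged 1424 ± 423 RPM in unfertilized eggs, 743 ± 55.1 RPM in 0–2 hr embryos and 1095 ± 125 RPM in 2–4 hr embryos (SD, n = 3 each). From unfertilized eggs to 0–2 hr embryos mean log2(RPM + 0.1) changed by -1.01 (exact permutation p = 0.1), and from unfertilized eggs to 2–4 hr embryos by -0.43 (exact permutation p = 0.3, n = 3 each). Relative to wild-type the class differed by -0.65 in 0–2 hr and -0.59 in 2–4 hr embryos (exact permutation p = 0.1 and 0.1, n = 3 each). These differences became 0.20 and 0.40 with TMM over the miRNA species.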

The expression profiles of Class E miRNA species were very similar in *smg* mutants to those seen for Class D. There was a drop in average levels from 1502 RPM in unfertilized eggs to 659 RPM in 0–2 hr mutant embryos, followed by an increase to 1166 RPM in 2–4 hr embryos. This is consistent with the decay of maternally contributed miRNA species compensated for with zygotic transcripts in wild-type but delayed or reduced zygotic expression in the mutant.

In summary, during the MZT, canonical miRNA species could be divided into three abundance categories with respect to maternal contribution: absent (Class A; average RPM 1.5), low (Classes B and D; average RPM < 100), or high (Classes C and E; average RPM > 1000). They fell into two categories with respect to their expression profiles during the MZT: significant increase in abundance (Classes A, B, and C) or relatively constant abundance (Classes D and E), the latter likely due to decay of maternal copies compensated for by zygotic synthesis. 

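On the scale of mean log2(RPM + 0.1), wild-type Classes A, B and C rose by 5.84, 8.07 and 4.36 from unfertilized eggs to 2–4 hr embryos, and Classes D and E by 0.76 and 0.78 (n = 3 libraries per stage). The rise of Class A, B or C was at least 4.36 while the SD between libraries of a stage was at most 1.19. Exact permutation tests gave p = 0.1 for Classes A, B, C and E and p = 0.2 for Class D, with n = 3 per stage. With TMM over the miRNA species the changes of Classes A to E became 4.41, 6.48, 2.76, -0.83 and -0.82. From the nearly constant abundance of Classes D and E, the paper proposes that zygotic synthesis compensates for decay of maternal copies.

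**Figure D5:**
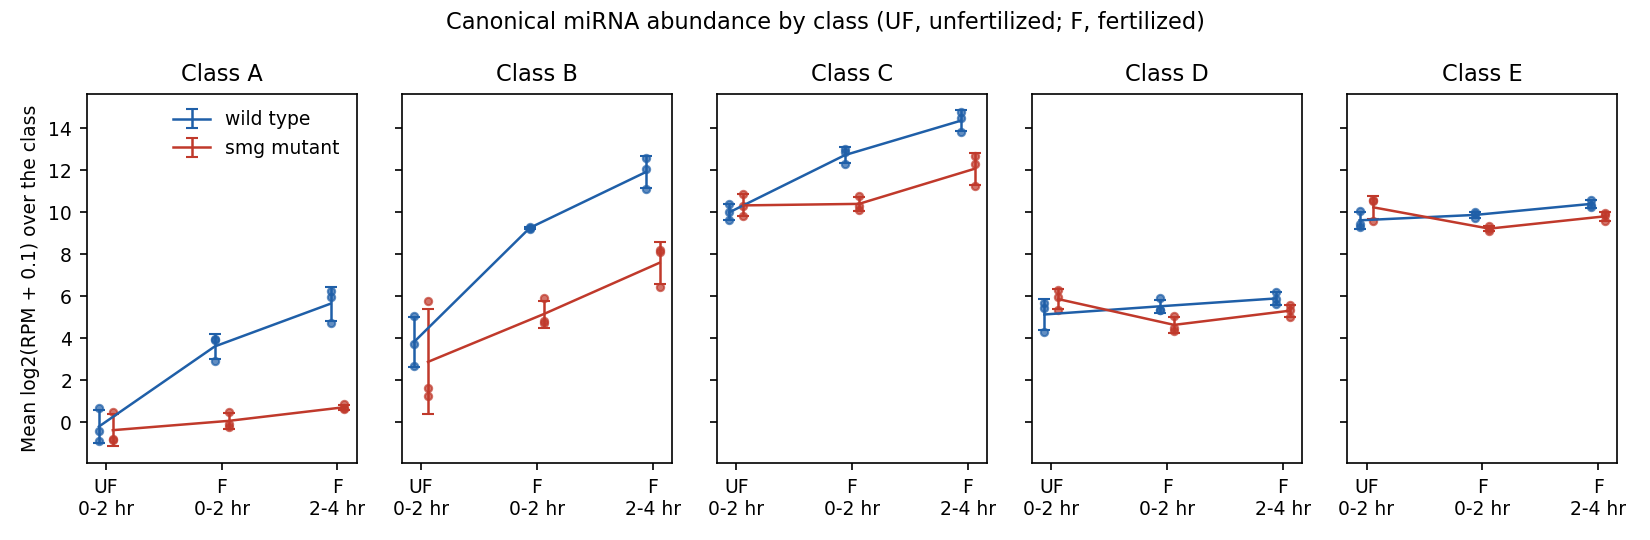
Mean log2(RPM + 0.1) over the species of each class (y axis) at the 3 stages (x axis; UF, 0–2 hr unfertilized eggs; F, embryos of 0–2 hr and 2–4 hr), with a panel per class and a line per genotype; points are the 3 libraries of each group and error bars are SD around the mean. In 2–4 hr embryos the wild-type and smg means are 5.65 and 0.73 in Class A, and 10.4 and 9.80 in Class E.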

In *smg* mutants, there was a major deficit in production of zygotic miRNA species, with a striking impact on Classes A, B, and C, but only a minor effect on Classes D and E. Unexpectedly, our data showed that, in *smg* mutants, zygotic synthesis of miRNAs is not absent as was previously thought but is, instead, delayed or occurs at reduced levels. 

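In 2–4 hr embryos, smg mutants differed from wild-type by -4.92, -4.31 and -2.29 in mean log2(RPM + 0.1) of Classes A, B and C, and by -0.58 and -0.59 in Classes D and E. Each of these 5 differences separated all smg libraries from all wild-type libraries (n = 3 each, exact permutation p = 0.1, the smallest possible). Those of Classes D and E reversed with the scaling, to 0.21 and 0.21 without TMM and to 0.41 and 0.40 with TMM over the miRNA species. Among the 58 species lower in smg 2–4 hr embryos in edgeR's test, 37 were in Class A, 8 in Class B, 6 in Class C, 1 in Class D and 6 in Class E. The change from unfertilized eggs to embryos was also compared directly between genotypes by an interaction term in the same edgeR model. It was smaller in smg mutants for 15 species at 0–2 hr and 29 at 2–4 hr at an adjusted p of 0.05, and larger for none. Of the 29, 20 were in Class A, 2 in Class B, 5 in Class C and 2 in Class E. These counts depended on the processing: they were 43 and 56 with DESeq2's Wald test, 9 and 17 with the replicate block, 16 and 11 without TMM, and 0 and 4 with TMM over the miRNA species. Fits that each left out 1 library gave 0 to 21 species at 0–2 hr and 9 to 41 at 2–4 hr. The paper concludes that zygotic miRNA production in smg mutants falls short most in Classes A, B and C, and is delayed or reduced and not absent.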

It is not possible to extend analysis of miRNA populations beyond the 2–4 hr time-point in the *smg* mutant since mutant embryos fail to cellularize and then undergo catastrophic death (Benoit *et al.* 2009).

### Impact of smg mutations on expression profiles of noncanonical and NTA-miRNAs during the MZT

For more detailed analysis of a subset of the noncanonical and NTA isoforms in both wild-type and *smg* mutants, we focused on miRNA species for which the noncanonical or NTA isoform represented a substantial proportion of that miRNA’s isoforms and that underwent dynamic changes during the MZT (for details, see *Materials and Methods*).

#### Noncanonical miRNAs:

Consistent with published observations (Fernandez-Valverde *et al.* 2010; Berezikov *et al.* 2011), most of the noncanonical miRNAs in our dataset exhibited the 3′-extended version. The noncanonical isoforms of 10 miRNAs met the above-specified criteria. 

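Of the noncanonical isoforms in Figure S2, those of 4 species could be counted here through their extended reads, namely miR-7-5p, miR-13a-3p, miR-987-5p and miR-996-5p. In wild-type, the extended percentage of the reads of miR-7-5p went from 44.3 ± 9.94 in unfertilized eggs to 63.7 ± 9.14 in 2–4 hr embryos, that of miR-13a-3p from 62.1 ± 15.7 to 92.4 ± 7.39, that of miR-987-5p from 14.8 ± 17.6 to 42.6 ± 27.8, and that of miR-996-5p from 25.4 ± 12.3 to 58.4 ± 2.46 (SD, n = 3 each). Extended reads rose between unfertilized eggs and 2–4 hr embryos in 4 of the 4 species in RPM, by a median of 29.3-fold, and in 4 of 4 as a percentage of the reads of the species, by a median of 1.89-fold. In smg mutants, extended reads rose between the same stages in 4 of the 4 species in RPM and in 3 as a percentage. The median ratio was 1.25 for RPM and 1.48 for the percentage. The change was smaller in smg mutants than in wild-type for 4 of 4 species in RPM and for 4 of 4 in percentage points (for 3 by the ratio of the percentages); these comparisons of group means (n = 3 libraries per group) were not tested further.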

Strikingly, six of these increased in relative proportion and abundance during the wild-type MZT but showed little or no increase in either relative proportion or absolute abundance in *smg* mutants (Figure S2 and Table S1: Tab 3, Exp noncanonical and NTA miRNAs). These data are consistent with the hypotheses that, for these miRNA species, (1) there is a higher relative production of the noncanonical than the canonical isoform during the MZT in the wild type and (2) there is a failure (or delay) in production of new canonical and noncanonical isoforms in *smg* mutants.

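Canonical reads of the same 4 species rose in wild-type for 4 of them, by a median of 4.36-fold in RPM, which is less than for their extended reads, and the canonical percentage rose for 0. In smg mutants canonical RPM rose for 2 of the 4 species, with a median ratio of 1.07 (group means of 3 libraries, without a test). The paper describes a relative rise of the noncanonical isoform in wild-type and at most a slight one in the mutant. It proposes a higher relative production of that isoform in wild-type and a failure or delay of both isoforms in smg mutants.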

#### NTA-miRNAs:

Recently, it has been shown that maternally loaded miRNAs are highly adenylated (Lee *et al.* 2014). 

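Trimmed-and-tailed reads, whose added nucleotides all mismatch the mature sequence, made up 6.80 ± 0.51% (SD, n = 3) of miRNA RPM in wild-type unfertilized eggs, against 4.37 ± 0.050% (SD, n = 3) in 0–2 hr embryos and 1.93 ± 0.24% (SD, n = 3) in 2–4 hr embryos. All 3 libraries of unfertilized eggs were above all 3 of 2–4 hr embryos (exact permutation p = 0.1, the least that this number of libraries can give). In smg mutants the percentages were 7.18 ± 1.09, 5.92 ± 0.29 and 4.59 ± 0.93 (SD, n = 3 each). Counting any 1 to 3 nucleotides after the first mismatch changed the wild-type difference from -4.87 to -4.89 points.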

Consistent with this, we observed a higher proportion of NTA miRNAs in our wild-type unfertilized egg samples than in our embryo samples (Table 1). Most of the nontemplated terminal modifications detected were mono- or di-nucleotide additions at the 3′-end (Zhou *et al.* 2012), which are known to influence miRNA stability and target mRNA regulation (Katoh *et al.* 2009). 

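Tails of 1 or 2 nucleotides made up 90 ± 0.94% of the trimmed-and-tailed reads in wild-type unfertilized eggs, 90.6 ± 2.92% in 0–2 hr embryos and 94.4 ± 1.29% in 2–4 hr embryos, with tails of up to 3 nucleotides counted (SD, n = 3 each). In smg mutants they made up 91.9 ± 4.11%, 88.4 ± 4.02% and 90.8 ± 5.50% (SD, n = 3 each).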

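Among the tails of trimmed-and-tailed reads, the group means (n = 3 libraries each) of a single A ran from 45.4 to 52.3% over the 6 groups, those of AA from 24.6 to 30.4%, and those of AAA from 3.72 to 10.1%. Single C made up 4.48 to 9.16%, single U 3.5 to 5.67% and single G 0.36 to 1.91%. In wild-type 2–4 hr embryos, for instance, the means were 49.5 ± 3.28% for A, 24.6 ± 0.080% for AA and 9.16 ± 0.60% for C (SD, n = 3). Between wild-type unfertilized eggs and 2–4 hr embryos the percentage of single A did not separate the libraries (exact permutation p = 0.8, n = 3 each), and its difference of 0.66 points became -1.20 without replicate 2 of the embryos. Tails that follow a complete mature 3′ end are not part of these percentages, because they could not be told from templated nucleotides.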

Adenine has been shown to be the most frequent nontemplated 3′-nucleotide (Burroughs *et al.* 2010; Fernandez-Valverde *et al.* 2010; Lee *et al.* 2014); we found that A-addition occurred for a large percentage of the NTA-miRNAs: A (48–50%), AA (12–20%), U (7–12%), AAA (2–8%), C (3–6%), and G (1–2%) (Figure S1).

The NTA isoforms of 25 miRNAs met the above-mentioned criteria, 10 of which showed particularly striking changes during the MZT in wild-type but not in *smg* mutants (Figure S2 and Table S1: Tab 3, Exp noncanonical and NTA miRNAs). 

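Of the NTA isoforms in Figure S2, those of 9 species could be counted here, through their trimmed-and-tailed reads, namely miR-11-3p, miR-13a-3p, miR-283-3p, miR-31a-5p, miR-375-3p, miR-7-3p, miR-79-5p, miR-8-3p and miR-8-5p. The most abundant, miR-8-3p, had 298 ± 59.7 RPM of tailed reads in wild-type unfertilized eggs and 1854 ± 1671 RPM in 2–4 hr embryos, which were 4.89 ± 1.34% and 5.16 ± 0.61% of its reads (SD, n = 3 each). In wild-type, the tailed reads rose in RPM between unfertilized eggs and 2–4 hr embryos for 9 of the 9. For miR-283-3p, miR-79-5p, miR-375-3p and miR-13a-3p they reached only 0.12, 0.34, 0.39 and 0.54 RPM in the embryos. The floor of those libraries was 0.47 to 0.94 RPM, so these rises could not be told from none. As a percentage of the reads of the species, they rose for 3 of the 7 species that had tailed reads in wild-type unfertilized eggs, with a median ratio of 0.63. The other 2, miR-283-3p and miR-79-5p, had 0 tailed reads there, so their percentage could only rise. Canonical reads rose in RPM for 9 species, by a median of 18.3-fold, and in percentage for 7 (group means, n = 3 libraries each). From the behaviour of its NTA isoforms, the paper reasons that production of canonical and noncanonical isoforms outstripped that of NTA isoforms.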

Whereas their canonical versions all underwent increases in both proportion and abundance during the MZT, all 10 NTA isoforms underwent an increase in abundance but a decrease in relative proportion during the wild-type MZT. This is likely to be a consequence of production of canonical and noncanonical isoforms outstripping production of NTA isoforms during the MZT. In contrast, in *smg* mutants, all 10 NTA miRNA isoforms showed either no absolute increase in abundance or a very small increase when compared to the wild type. 

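In smg mutants, tailed reads of the 9 species rose in RPM between unfertilized eggs and 2–4 hr embryos for 1 species (group means, n = 3 libraries each). The change in tailed RPM was smaller in smg mutants than in wild-type for 9 of 9 species, and the change in canonical RPM for 9 of 9. As a percentage of the reads of the species, tailed reads rose in 2 species in the mutant. Of the 6 species with tailed reads in unfertilized eggs of both genotypes, the ratio of the percentages was smaller than in wild-type for 3, with a median ratio of 0.82 in the mutant.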

However, relative to the wild type, in the mutant they showed either a smaller relative decrease in proportion or even an increase in proportion. These results are consistent with replacement of maternally loaded NTA-miRNAs with the zygotically produced canonical or noncanonical counterparts during the MZT. Because of the observed decrease in zygotic synthesis of canonical and noncanonical isoforms in *smg* mutants, the amplitude of the relative decrease was smaller (or there was a relative increase) for the NTA isoform.

### Indirect clearance of maternal mRNAs by SMG-dependent miRNAs

We previously identified SMG-bound mRNAs and showed that the vast majority of these depend on SMG for clearance during the MZT (Benoit *et al.* 2009; Chen *et al.* 2014). However, many maternal mRNAs that depend on SMG for clearance are not bound by SMG, suggesting indirect regulation. With respect to this latter possibility, the current study permitted us to assess on a global scale whether maternal mRNAs that are SMG-bound and/or SMG-dependent for degradation are enriched for predicted target sites for miRNAs that are downregulated in *smg* mutants. To do so, we extracted from TargetScanFly 6.2 (Schnall-Levin *et al.* 2010) a list of mRNAs expressed maternally and possessing conserved target sites for those miRNA species with significantly reduced expression in *smg* mutant embryos (see *Materials and Methods* and Table S1, Tab 4). 

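Canonical species with reduced counts in smg mutants at an adjusted p of 0.05 in edgeR's quasi-likelihood test numbered 63 when both embryo stages were combined. They comprised 36 that were lower at both stages, and 50 of them were outside the miR-309 cluster. With TMM over the miRNA species, 12 species were lower at 0–2 hr and 34 at 2–4 hr. Target sites and the lists of mRNAs are not in the files analysed here.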

We then compared this list to SMG’s direct targets in 0–3 hr embryos (Chen *et al.* 2014) and the maternal mRNAs dependent on SMG for degradation during the MZT (Benoit *et al.* 2009).

The results of our analysis are shown in Table 2. There was no significant overlap of the list of predicted mRNA targets of SMG-dependent miRNAs with the list of SMG’s direct targets. However, there was a highly significant overlap of the predicted mRNA targets of SMG-dependent miRNAs with those mRNAs that depend on SMG for degradation. When we removed SMG’s direct targets from the latter list, keeping only indirect targets, the overlap increased in significance.

**Table 2:** Overlap of mRNAs that are bound or regulated by Smaug, and those that are targets of miRNAs that are downregulated in *smaug* mutants

Dataset	Number	Overlap	*P* Value*^a^*	Odds Ratio
Expressed genes for Smaug-dependent decay (embryos 2–3 hr)	3956			
Smaug-dependent decay genes (embryos 2–3 hr, 5% FDR)*^b^*	418			
Smaug-dependent-miR target genes	1507	151	4.9 × 10^−6^	1.6
Expressed genes for Smaug-dependent decay (embryos 2–3 hr)	3956			
Smaug-dependent decay genes (embryos 2–3 hr, 5% FDR)*^c^*	341			
Smaug-dependent-miR target genes	1507	128	3.1 × 10^−6^	1.7
Expressed genes for Smaug-RIP (embryos 0–3 hr)	4481			
Smaug-RIP genes (embryos 0–3 hr, 5% FDR)	339			
Smaug-dependent-miR target genes	1200	101	0.11	1.1

FDR, false discovery rate; miR, microRNA.

a One-tailed Fisher’s exact test.

b Smaug-dependent decay genes list including Smaug-IP-genes.

c Smaug-dependent decay genes list without Smaug-IP-genes.

These data are consistent with a model in which SMG degrades its direct targets without the assistance of miRNAs, whereas a large fraction of the indirectly affected maternal mRNAs in *smg* mutants fails to be degraded by virtue of being targets of zygotically produced miRNA species that are either absent or present at significantly reduced levels in *smg* mutants. Thus, SMG is required both for early, maternally encoded decay and for late, zygotically encoded decay. In the former case, SMG is a key specificity component that directly binds to maternal mRNAs; in the latter case, SMG is required for the production of the miRNAs (and AGO1 protein, see below) that are responsible for the clearance of an additional subset of maternal mRNAs (this model is schematized in Figure 5).

### SMG is required for AGO1 accumulation during the MZT

In *Drosophila*, the stability of miRNAs is enhanced by AGO1 and vice versa (Smibert *et al.* 2013). Since miRNA levels are dramatically reduced in *smg* mutants, we decided to assess *Ago1* mRNA and AGO1 protein levels during the MZT both in the wild type and in *smg* mutants. In the wild type, AGO1 levels were low in unfertilized eggs and 0–2 hr embryos but then increased substantially in 2–4 hr embryos (Figure 3). These Western blot data are consistent with an earlier, proteomic study that reported a more than threefold increase in AGO1 in embryos between 0–1.5 hr and 3–4.5 hr (Gouw *et al.* 2009). In contrast to AGO1 protein, we found that *Ago1* mRNA levels remained constant during the MZT (Figure 4). Taken together with a previous report that *Ago1* mRNA is maternally loaded (Lott *et al.* 2011), the increase in AGO1 protein levels in the embryo is, therefore, most likely to derive from translation of maternal *Ago1* mRNA rather than from newly transcribed *Ago1* mRNA.

Next, we analyzed AGO1, AGO2, AGO3, AUB, and Piwi protein levels in eggs and embryos from mothers carrying either of two *smg* mutant alleles: *smg^1^* and *smg^47^* (for details of the molecular lesions see *Materials and Methods*; Benoit *et al.* 2009; Chen *et al.* 2014). The *smg* mutations had no effect on the expression profiles of AGO2, AGO3, AUB, or Piwi (Figure S5). In contrast, in *smg* mutant embryos, the amount of AGO1 protein at both 0–2 and 2–4 hr was reduced relative to the wild type, and this defect was rescued in embryos that expressed full-length, wild-type SMG from a transgene driven by endogenous *smg* regulatory sequences (Chen *et al.* 2014) (Figure 3, A and B). The reduction of AGO1 protein levels in *smg* mutants was not a secondary consequence of reduced *Ago1* mRNA levels, since *Ago1* mRNA levels in both the *smg* mutant and the rescued-*smg* mutant embryos were very similar to the wild type (Figure 4).

As mentioned above, a plausible explanation for the decrease in AGO1 levels in *smg* mutants is the reduced levels of miRNAs, which would then result in less incorporation of newly synthesized AGO1 into functional miRISC and consequent failure to stabilize the AGO1 protein (Smibert *et al.* 2013). To assess this possibility, we analyzed a time-course in wild-type unfertilized eggs in which zygotic genome activation and, therefore, zygotic miRNA synthesis, does not occur. We found that AGO1 levels were reduced in 2–4 hr wild-type unfertilized eggs compared with wild-type embryos of the same age (Figure 3C). This result is consistent with a requirement for zygotic miRNAs in the stabilization of AGO1 protein.

We next compared wild-type unfertilized egg and *smg* mutant unfertilized egg time-courses, and found that AGO1 levels were further reduced in the *smg* mutant relative to the wild type (Figure 3C). This suggests that SMG protein has an additional function in the increase in AGO1 protein levels that is independent of SMG’s role in zygotic miRNA production (since these are produced in neither wild-type nor *smg* mutant unfertilized eggs).

To assess whether this additional function derives from SMG’s role as a posttranscriptional regulator of mRNA, we rescued *smg^1^* mutants either with a wild-type SMG transgene driven by the Gal4:UAS system (SMG^WT^) or a GAL4:UAS-driven transgene encoding a version of SMG with a single amino acid change that abrogates RNA binding (SMG^RBD^) and, therefore, is unable to carry out posttranscriptional regulation of maternal mRNAs (Semotok *et al.* 2008). We found that, whereas AGO1 was detectable in both unfertilized eggs and embryos from SMG^WT^-rescued mothers, AGO1 was undetectable in unfertilized eggs from SMG^RBD^-rescued mothers and was barely detectable in embryos from these mothers (Figure 3D). Thus, SMG’s RNA-binding ability is essential for its non-miRNA-mediated role in regulation of AGO1 levels during the MZT.

Since the abundance of SMG^WT^ and SMG^RBD^ proteins is very similar (Semotok *et al.* 2008), the preceding result excludes the possibility that it is physical interaction between SMG and AGO1 (Pinder and Smibert 2013) that stabilizes the AGO1 protein. We have previously shown that the *Ago1* mRNA is not bound by SMG (Chen *et al.* 2014). Thus, SMG must regulate one or more other mRNAs whose protein products, in turn, affect the synthesis and/or stability of AGO1 protein. It is known that turnover of AGO1 protein requires Ubiquitin-activating enzyme 1 (UBA1) and is carried out by the proteasome (Smibert *et al.* 2013). We have previously shown that the *Uba1* mRNA is degraded during the MZT in a SMG-dependent manner, and that both the stability and translation of mRNAs encoding 19S proteasome regulatory subunits are upregulated in *smg* mutant embryos (Chen *et al.* 2014). We speculate that increases in UBA1 and proteasome subunit levels in *smg* mutants contribute to a higher rate of AGO1 turnover and, thus, lower AGO1 abundance than in the wild type (schematized in Figure 5).

### The BRAT and PUM RBPs may cooperate with miRISC in maternal mRNA clearance

*Drosophila* AGO1 physically associates with BRAT (Neumuller *et al.* 2008). It is not known whether AGO1 interacts with PUM, but it has been reported that, in mammals and *C. elegans*, Argonaute family proteins interact with PUM/PUF family proteins (Friend *et al.* 2012). We recently identified direct target mRNAs of the BRAT and PUM RBPs in early *Drosophila* embryos and showed, through analysis of *brat* mutants, that during the MZT, BRAT directs late (*i.e.*, after zygotic genome activation) decay of a subset of maternal mRNAs (Laver *et al.* 2015a). These data permitted us to ask whether the maternal mRNAs that are predicted to be indirectly regulated by SMG via its role in miRISC production might be coregulated by BRAT and/or PUM.

We found a highly significant overlap between the predicted miRNA-dependent indirect targets of SMG and both BRAT- and PUM-bound mRNAs in early embryos (Table 3). This suggests that BRAT and PUM might function together with miRISC during the MZT to direct decay of maternal mRNAs (schematized in Figure 5).

**Table 3:** Overlap of mRNAs that are bound by BRAT and PUM and those that are stabilized in a *miR-309* family deletion mutant

Dataset	Number	Overlap	*P* Value*^a^*	Odds Ratio
Expressed genes for BRAT and PUM RIP (0–3 hr)	6191			
BRAT-RIP genes (0–3 hr, 5% FDR)	1197	425	1.1 × 10^−15^	1.75
PUM-RIP genes (0–3 hr, 5% FDR)	641	265	7.4 × 10^−19^	2.18
miRNA-target genes without Smaug-IP-genes	1622			
Expressed genes for BRAT and PUM RIP (0–3 hr)	6191			
BRAT-RIP genes (0–3 hr, 5% FDR)	1197	107	1.1 × 10^−6^	1.82
PUM-RIP genes (0–3 hr, 5% FDR)	641	37	0.57	0.98
*miR-309* cluster-dependent unstable mRNAs (2–3 hr)	363			

BRAT, Brain tumor; PUM, Pumilio; FDR, false discovery rate; miRNA, microRNA.

a One-tailed Fisher’s exact test.

Given that BRAT and PUM bind to largely nonoverlapping sets of mRNAs during the MZT (Laver *et al.* 2015a), there are three types of hypothetical BRAT-PUM-miRISC-containing complexes: one with both BRAT and PUM, one with BRAT only, and one with PUM only. To assess this possibility for a specific set of zygotically produced miRNAs, we compared the lists of mRNAs stabilized in 2–3 hr old embryos from *miR-309* deletion mutants (Bushati *et al.* 2008) to the lists of BRAT and PUM direct-target mRNAs (Laver *et al.* 2015a). The results are shown in Table 3. There was no significant overlap of PUM-bound mRNAs with those upregulated in *miR-309* mutants. However, there was a highly significant overlap of mRNAs upregulated in *miR-309*-mutant embryos with BRAT-bound mRNAs. These results lead to the hypothesis that BRAT (but not PUM) coregulates clearance of *miR-309* family miRNA target maternal mRNAs during the MZT. Experimental tests of this hypothesis are beyond the scope of the present study.

## 

## Supplementary Material

Supplemental Material

# Supplementary material for: The Smaug RNA-Binding Protein Is Essential for microRNA Synthesis During the Drosophila Maternal-to-Zygotic Transition
**Source:** G3 (Bethesda). 2016 Sep 1;6(11):3541–51. doi: 10.1534/g3.116.034199
**Supplement:** Supplemental Material

The Smaug RNA-Binding Protein Is Essential for microRNA Synthesis During the Drosophila Maternal-to-Zygotic Transition — Supplemental Material 

# The Smaug RNA-Binding Protein Is Essential for microRNA Synthesis During the *Drosophila* Maternal-to-Zygotic Transition

## Supplemental Material for Luo *et al.*, 2016

**Files in this Data Supplement:**

- File S1 - Analysis of piRNAs and siRNAs. (.pdf, 127 KB)
- Figure S1 - miRNA expression profiles in wild-type and smg-mutant embryos. (.pdf, 630 KB)
- Figure S2 - Expression profiles of specific non-canonical or NTA miRNAs in wild-type and *smg*-mutant embryos. (.pdf, 621 KB)
- Figure S3 - TE-piRNA and TE-siRNA expression in wild-type and *smg*-mutant embryos. (.pdf, 927 KB)
- Figure S4 - piRNA ping-pong signatures, sense-antisense overlap and first-nucleotide distributions in wild-type and *smg*-mutant embryos. (.pdf, 621 KB)
- Figure S5 - Expression of piRNAs and siRNAs from two piRNA cluster loci. (.pdf, 795 KB)
- Figure S6 - Expression of Piwi, AUB, AGO-2 and AGO-3 proteins in wild type and *smg* mutants. (.pdf, 987 KB)
- Table S1 - Small RNA library components. (.xlsx, 113 KB)

How the deposited data were processed for this re-analysis (not part of the article)

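Small RNAs were sequenced by the authors from 18 libraries: 3 replicates each of 0–2 hr unfertilized eggs (UF0–2h), 0–2 hr embryos (F0–2h) and 2–4 hr embryos (F2–4h) from wild-type and from smg mutants. For each library the authors deposited one table of distinct sequences with the raw read count of each. They made it with the FASTX-Toolkit by sorting reads by barcode, removing adaptors, keeping reads of 18 to 30 nt that passed a quality filter at every nucleotide, and collapsing identical reads. The tables hold no alignment, annotation or normalization. Conditions came from the sample labels, and every library was used in the main results.

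Depth ranged from 3203600 to 10857029 reads per library, with a median of 8522083 and 144070356 in all. Genome-matching reads (110319055 in all) were taken per library from Table S1, because the genome sequence was not in the reference, a gene annotation of a later release than the one the paper used. At this depth 3 reads, the smallest count taken as present, correspond to 0.33 to 1.17 RPM. Chi-square per degree of freedom between replicates was 808 to 7328, so the spread between libraries exceeded sampling noise at this depth.

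Mature sequences were named by comparing the 6 group means of each candidate sequence with at least 10 reads with the group means of Table S1. Abundant rows that matched within 3% set a constant factor per group, and names were then given at 1% in a first round and 2% in a second, which joined 127 of 131 names to 126 species. The first round was checked with 20 decoy rows per name, of which 1 of 2620 was given a sequence. The 6 names of the second round had no decoy check. Because the join uses the paper's group means, group means close to the paper's are partly built in. Names that could not be joined (miR-995-5p, miR-2a-1-5p, miR-2c-3p and miR-2a-3p) were left out, and miR-276a-5p and miR-276b-5p, with 1 sequence, were counted together. Reads were canonical when they were a perfect stretch of at least 18 nt of the mature sequence. Extended reads held its complete 3′ end and up to 5 nt more, or up to 2 nt more at the 5′ end. Trimmed-and-tailed reads held at least 15 nt followed by 1 to 3 nt that all mismatched. Reads matching several species were divided evenly among them. Reads of 21 nt and of 23 to 30 nt outside miRNAs, without a filter for genome matches, stood in for siRNAs and piRNAs.

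RPM is reads per 1000000 genome-matching reads after scaling by TMM factors over the 3342 sequences with at least 10 reads in every library. Log2 values used a pseudocount of 0.1 RPM. Class averages are geometric means over the species of a class in Table S1 of the group mean RPM, with the SD of the 3 per-library averages. Counts of species were compared with edgeR 4.0.16 (quasi-likelihood F test, limma 3.58.1) in R 4.3.3, in 1 fit of 6 groups over 18 libraries, after a filter of more than 1 RPM in at least 6 libraries. Contrasts were smg against wild-type at each stage, each embryo stage against unfertilized eggs in each genotype, and the difference between the genotypes in that change. Species with a Benjamini-Hochberg adjusted p of 0.05 or less were counted in each direction. Values per library were compared by exact permutation of the difference of means, whose smallest p with 3 libraries per group is 0.10. Medians across species were compared by rank-sum permutation with 100000 draws (seed 1), unpaired across species, with Benjamini-Hochberg adjustment over 21 comparisons. Remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Single miRNAs are named by a rule set before the files arrived: every miRNA the paper's text names, the 5 species with the largest absolute log2 fold change at each embryo stage among those past the threshold with at least 100 RPM in 1 of the groups and no overlap between the genotypes, and the species Table S1 marks for Figure S2. Replicate numbers were checked for pairing across groups, and libraries with the same number were not detectably more alike (exact permutation p = 0.11 over 7776 regroupings), and the main fit has no block.

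Alternatives were the likelihood ratio test that the paper names, DESeq2 1.42.0, no TMM, TMM over the miRNA species, the scaling implied by Table S1, no expression filter, a replicate block, only the libraries compared, reads identical to the mature sequence, all reads as denominator, a pseudocount of 1, a looser tail definition, all species in place of those with at least 10 RPM, classes from clustering into 5 groups, canonical and extended reads together, and each library left out in turn. The fit was tested on simulated data with 200 changed sequences and fold changes of 2 to 8. With the common dispersion of those sequences, 0.49, 14 of the 200 changes were recovered among 15 called, and with a dispersion of 0.12, 164 were recovered among 173. Counts of species were also compared with those from other splits of the libraries, all 10 for 3 against 3 and 100 drawn for the difference between genotypes. Genome alignment, transposable element families, templated and nontemplated additions and the number of miRNA species in the genome were left out, since none can be derived without genome and precursor sequences. Proteins, RT-qPCR and the lists of mRNA targets are not in the files analysed here.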

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

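For 15 canonical miRNA species the change from 0–2 hr unfertilized eggs to 0–2 hr embryos differed between the genotypes and was smaller in smg mutants, and for 29 species the same held for the change to 2–4 hr embryos. These counts were flagged because the difference between the genotypes was itself tested, with the interaction of genotype and stage in edgeR at an adjusted p of 0.05. No species had a larger change in smg mutants at either stage (0 and 0). The log2 differences of the 15 species were 2.43 to 12.3 in size, with a median of -5.44, and those of the 29 species 2.79 to 9.24, with a median of -5.74. Of 125 species tested, 106 and 117 had a negative difference at the 2 stages. By class, the 29 species were 20 of Class A, 2 of Class B, 5 of Class C and 2 of Class E, and 6 were members of the miR-309 cluster. For comparison, 100 splits of the same libraries into groups of the same sizes were drawn at random, with the real one included. At least as many species, in either direction, were given by 8 of them at 0–2 hr and by 9 at 2–4 hr. Eggs and embryos were regrouped separately, so some splits could keep the real grouping of the embryos and with it their genotype difference. The splits therefore cannot decide whether the grouping alone gave the counts. The predictions for these splits were written after the counts were seen. All 100 and 100 splits gave as many species with a larger change, as any split must when the count is 0.

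Technical explanations were tested on the 29 species at 2–4 hr. Depth may contribute: with the counts thinned to the smallest library, 18 species passed, which is under the main count divided by 1.5. That is 1 random draw, however, and thinning also lowers the power of the test. The scaling may contribute as well: with TMM over the miRNA species only, 4 species passed. That setting takes the typical miRNA as unchanged and would hide a true shared change, so this test cannot separate a shift in the scaling sequences from a shift in most miRNAs. A few miRNAs taking most of the counts would leave no species outside the miR-309 cluster once scaling rests on other sequences, but 20 passed (main 23). The main scaling already rests in part on such sequences, so this check differs little from the main fit and adds little to it. With the percentage of 25 to 27 nt reads outside miRNAs as a covariate for size selection, 23 species passed. No single library took the count to 0 when left out, as 1 mislabelled sample carrying the whole pattern would, and the fewest left was 9. That fit left out replicate 1 of smg unfertilized eggs, in which zygotic miRNAs were more abundant than in the other replicates. Reads from another library in that replicate may therefore contribute, since without it 9 species passed at 2–4 hr (main 29) and 2 at 0–2 hr (main 15). At 0–2 hr, 0 passed without replicate 2 of the smg embryos. With any 1 library left out, mean log2(RPM + 0.1) rose to 2–4 hr in smg mutants by at most 1.54, 6.15 and 2.17 in Classes A, B and C. In wild-type it rose by at least 5.50, 7.51 and 4.15. These values argue against such reads as the whole cause in these classes, although Class A in smg mutants was near the floor. GC content of the mature sequence showed no relation to the difference (Spearman's rho -0.017 over 125 species, permutation p = 0.85), and 0 of the species shared a stretch of 18 nt with another. A strain variant in a mature sequence would lower a species in smg unfertilized eggs too, and 0 of 10 species were lower there by more than 4-fold. Only these 10 of the 29 had at least 10 RPM in wild-type unfertilized eggs, so the test was taken as undecided, a rule set in the script and stricter than the prediction as written. The deposited counts carry no normalization by the authors, and their units were whole reads whose sums equalled Table S1. No sequencing batch or date is named in the labels, so a batch effect could not be tested. The predictions for the scaling, for a mislabelled sample and for reads from another library were made only after the result was seen, and the others in this paragraph before. Reads from another organism were not tested for, and apart from the fits without 1 library, the 15 species at 0–2 hr were not tested separately. Depth, scaling and a strain variant remain, as do reads from another library in 1 replicate as part of the cause. The grouping itself was left undecided by the splits. At 0–2 hr a mislabelled sample remains too, since leaving out 1 library took that count to 0. The pattern in these counts cannot be told apart from these, so on the counts alone a biological reading, in which loss of SMG lowers synthesis of zygotic miRNAs, stays a hypothesis. The paper has other evidence, which was not examined here. It reports by RT-qPCR that a full-length smg transgene restored the miRNAs it measured in 2–4 hr embryos of another smg allele.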

How the results depend on the processing

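The main settings and most alternatives were chosen before the files arrived. The results on extended and trimmed-and-tailed reads, on sequences of 21 nt and of 23 to 30 nt, on canonical-only totals and on counts past 4-fold took their present form after the data were seen, so the same alternatives were applied to them after seeing the data. Counting canonical and extended reads together was the only new kind of alternative, and it too was chosen after seeing the data. In all, 146 results were recomputed in 1722 rows, and 67 of them were unchanged under every alternative. The unchanged results were the canonical share and total in every comparison except smg UF0–2h with smg F2–4h, the isoform percentages, and the percentage of the miR-309 cluster. They also comprised every comparison of Classes A and B, the genotype comparisons of Class C, the canonical medians in wild-type and between genotypes in embryos, and the absence of called species in unfertilized eggs. Where 3 libraries were compared with 3, no exact p can fall below 0.10, so for those values unchanged means only that the direction held. Of the rows of headline results, 912 were the same, 81 weaker, 57 stronger and 42 reversed. The 42 results for single miRNAs gave 539 rows that were the same, 73 weaker, 17 stronger and 1 reversed.

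Apart from leaving out a library, the scaling changed the most results. TMM over the canonical miRNA species takes the typical miRNA as unchanged between libraries, and so removes any change that most miRNAs share. With it, 12 species were lower in smg mutants at F0–2h and 34 at F2–4h (main 41 and 58), all of them by more than 4-fold (12 and 34, main 40 and 54), and 1 was higher at F2–4h (main 0). In wild-type, 22 species were higher at F0–2h and 44 at F2–4h than in unfertilized eggs (main 37 and 67), and 5 were lower at F2–4h (main 1). In smg mutants, 0 were lower and 0 higher at F2–4h (main 1 and 4). Species that changed less in smg mutants numbered 0 at F0–2h and 4 at F2–4h (main 15 and 29). The log2 change of Class D from UF0–2h to F2–4h in wild-type became -0.83 and that of Class E -0.82 (main 0.76 and 0.78). Between genotypes, Class D became 0.41 at F2–4h, and Class E 0.20 at F0–2h and 0.40 at F2–4h (main -0.58, -0.65 and -0.59). Differences of log2 medians also moved. In smg mutants between UF0–2h and F0–2h they became 0.42 for canonical, 0.32 for extended or tailed and 0.13 for trimmed-and-tailed reads, and for canonical reads between genotypes at UF0–2h -0.16 (main -0.38, -0.14, -0.46 and 0.47, none past the threshold in either setting). Extended or tailed reads no longer passed at F0–2h in wild-type (1.43) or between genotypes at F0–2h (-0.81) and F2–4h (-0.66), and trimmed-and-tailed reads no longer passed in wild-type at F0–2h (0.71) and F2–4h (1.19) or between genotypes at F2–4h (-0.68).

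Without TMM, each library is scaled by its genome-matching reads alone, so a rise in miRNAs lowers every other value, most of all in wild-type F2–4h. The log2 change of Class D from UF0–2h to F2–4h in wild-type became -0.027 and that of Class E -0.014, and the genotype differences at F2–4h became 0.21 and 0.21. Class C in smg mutants between UF0–2h and F0–2h became -0.13 (main 0.073). At F2–4h the genotype difference became 8758 RPM for 21 nt reads outside miRNAs (main -38614) and 281276 RPM for those of 23 to 30 nt (main -4643). The median difference between genotypes at F2–4h fell below the threshold for extended or tailed (-0.87) and trimmed-and-tailed reads (-0.86), as did the latter in wild-type at F0–2h (1.48), whereas between genotypes at F0–2h it passed (-1.21, permutation p = 0.048 before adjustment). The counts became 1 higher in smg mutants at F2–4h, 0 lower and 1 higher in smg F2–4h than in smg unfertilized eggs, and 11 with a smaller change in smg mutants at F2–4h. The called sequences of 21 nt at F0–2h became 2 (main 8), and those of 23 to 30 nt 1 at UF0–2h and 0 at F0–2h (main 22 and 10). With the scaling that the component totals of Table S1 imply, 0 species were lower at F2–4h than in unfertilized eggs in wild-type and 0 in smg mutants, 2 were higher in the latter, and 13 sequences of 21 nt at F0–2h and 8 of 23 to 30 nt at UF0–2h were called.

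The likelihood ratio test, which the paper names, and DESeq2 take less account of uncertainty in the dispersion of each species than the quasi-likelihood test, which could explain why both called more. With the likelihood ratio test, 1 species was higher in smg mutants at F0–2h, 2 were lower at F2–4h than in unfertilized eggs in wild-type, and in smg mutants 5 were lower and 1 higher at F0–2h, and 2 lower and 10 higher at F2–4h. Species with a smaller change in smg mutants numbered 40 at F0–2h and 49 at F2–4h, and 1 had a larger change at F0–2h. The same test called 17 sequences of 21 nt at F0–2h, and 136, 95 and 19 of 23 to 30 nt at the 3 stages. DESeq2, with median-of-ratios size factors, gave 1 species higher in smg mutants at F0–2h and 1 at F2–4h. Against unfertilized eggs it gave 2 lower at F0–2h and 3 at F2–4h in wild-type, and in smg mutants 14 lower and 3 higher at F0–2h, and 3 lower and 14 higher at F2–4h. Smaller changes in smg mutants numbered 43 and 56, with 1 larger at F0–2h. It called 1, 26 and 3 sequences of 21 nt and 303, 213 and 46 of 23 to 30 nt.

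A block for the replicate number takes 2 degrees of freedom from the residual and removes differences shared by libraries of the same number. With it, 1 species was higher in smg mutants at F2–4h, 2 were lower at F0–2h and 2 at F2–4h than in unfertilized eggs in wild-type, 0 were lower and 1 higher at F2–4h in smg mutants, 9 and 17 had a smaller change in smg mutants, and 100 sequences of 23 to 30 nt were called at UF0–2h. A fit of only the libraries compared estimates the dispersion from fewer libraries. It gave 0 lower species at F2–4h in wild-type, 0 lower and 0 higher in smg mutants, and 5 and 16 with a smaller change in smg mutants. Counting only reads identical to the mature sequence drops reads with a trimmed end, and gave 2 lower species at F2–4h in wild-type and 7 with a smaller change in smg mutants at F0–2h. Classes drawn by clustering the values computed here hold other species: the cluster labelled C holds 0 species of Class C, and 16 of the 30 in that labelled D are of Class D. Their values therefore do not test those of the classes in Table S1. In smg mutants, the cluster labelled C changed by -1.33 at F0–2h and -0.90 at F2–4h (main 0.073 and 1.74) and that labelled D by 0.43 at F2–4h (main -0.55).

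Leaving out 1 library leaves 2 in a group, so 1 extreme library can carry or hide a difference. Across these fits the species lower in smg mutants at F0–2h ranged from 6 to 40, those lower by more than 4-fold from 6 to 40 (both lowest without replicate 2 of smg F0–2h), and those higher from 0 to 1 at F0–2h and 0 to 1 at F2–4h. Against unfertilized eggs in wild-type, the higher species at F0–2h ranged from 16 to 38, and the lower ones from 0 to 2 at F0–2h and 0 to 2 at F2–4h. The corresponding ranges in smg mutants were 0 to 14 lower and 0 to 15 higher at F0–2h, and 0 to 4 lower and 0 to 24 higher at F2–4h, each highest without replicate 1 of smg unfertilized eggs. Smaller changes in smg mutants ranged from 0 to 21 species at F0–2h and from 9 to 41 at F2–4h. Called sequences of 21 nt at F0–2h ranged from 0 to 17, and those of 23 to 30 nt from 0 to 249, 0 to 38 and 0 to 1 at the 3 stages. The change in smg mutants from UF0–2h to F2–4h ranged from -5.51 to 0.39 points for the canonical share and from -62031 to 8871 RPM for the total, and that of Class C to F0–2h from -0.18 to 0.34 on the log2 scale. Genotype differences ranged from -13434 to 4355 RPM for 21 nt reads at F0–2h, from -779 to 174365 and -95800 to 49369 RPM for 23 to 30 nt reads at F0–2h and F2–4h, and from -4.29 to 5.56 points for reads of 22 nt at F2–4h. Tails of a single A changed by -1.20 to 2.35 points in wild-type. Differences of canonical medians ranged from -0.67 to 0.45 and -0.034 to 1.35 in smg mutants at F0–2h and F2–4h, and from -0.35 to 1.12 between genotypes at UF0–2h. Those of extended or tailed reads in smg mutants at F0–2h ranged from -0.39 to 0.20, and those of trimmed-and-tailed reads from 1.10 to 1.76 in wild-type and -1.21 to -0.86 between genotypes at F0–2h. For miR-286-5p at F2–4h, the log2 fold change between genotypes reversed to 1.36 without wild-type replicate 1 (range -3.74 to 1.36, main -2.72, adjusted p = 0.2 in edgeR).

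Depth limits the low end of the range. A species had to reach 0.33 to 1.17 RPM, depending on the library, to be told from none. The Class A averages in unfertilized eggs, 1.26 RPM in wild-type and 1.04 RPM in smg mutants, lay near this range. With all libraries they were above the floor of each library of their own group, but this depended on 1 library in each. Without replicate 3 the wild-type average was 0.68 RPM, and without replicate 1 the smg average was 0.52 RPM, both inside the range of the floors. The spread between replicates also limited what could be called. In simulated counts with the spread of these libraries, 14 of 200 changes of 2-fold to 8-fold were recovered and 0 of 200 differences between changes, against 164 and 110 with a dispersion of 0.12 in place of 0.49. With that power unmeasured, the absence of a call, in unfertilized eggs for example, remains weak evidence of no change. Several planned results were not run, because the genome, the precursors and the transposable elements could not be matched here. They were the percentages and medians of noncanonical and of NTA reads, the share and total of canonical and noncanonical reads together, the percentage of the miR-309 cluster among all miRNA reads, and the transposable element families with different 21 nt or 23 to 30 nt reads, each with its alternatives.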

Differences from the paper's values

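Tail percentages aside, none of the values the paper states for a measure that was also computed here differed by more than the larger error and by more than 1.5-fold in the main setting. The group means carry little weight in this comparison, because names were joined to sequences through the paper's own group means. Disagreements remained in rankings and directions. The paper ranks single U above AAA and above single C among 3′ additions, whereas here, among the tails of trimmed-and-tailed reads only, single U made up 3.5 to 5.67%, single C 4.48 to 9.16% and AAA 3.72 to 10.1% over the group means. In these reads AA lay above the paper's range and single U below it, without overlap. For its selected NTA isoforms, the paper describes a falling proportion during the wild-type MZT for every species, and a rising canonical proportion. Here 3 of the 7 species with trimmed-and-tailed reads in wild-type unfertilized eggs had a higher percentage of them in wild-type 2–4 hr embryos, 1 of them (miR-31a-5p) from 0.087 RPM, below what the libraries could show. The canonical percentage rose for 7 of the 9 species counted. The paper states a smaller relative decrease of these isoforms in smg mutants than in wild-type, or an increase, and here the ratio between the stages was smaller in smg mutants for 3 of the 6 species with such reads in unfertilized eggs of both genotypes. Figure 1B and the text report that all 3 isoform types rose in wild-type and were lower in smg mutants at both embryo stages. For trimmed-and-tailed reads, the rise in wild-type 0–2 hr embryos had a rank-sum permutation p of 0.031 (0.058 after Benjamini-Hochberg adjustment over 21 comparisons) and a difference of medians of 1.46, with 76 of 126 species higher. The genotype difference in 0–2 hr embryos had a p of 0.052 in the same test (0.091 adjusted) and a difference of medians of -1.01, with 83 of 126 species lower. The scatterplot of unfertilized eggs in Figure 1A marks species past its threshold, and here 0 were lower and 0 higher. The paper finds that piRNAs and siRNAs were not significantly affected by loss of SMG. Here edgeR called 22 of 2053 sequences of 23 to 30 nt in unfertilized eggs and 10 in 0–2 hr embryos. It also called 8 of 178 sequences of 21 nt in 0–2 hr embryos, all without assignment to transposable elements. Only sequences with at least 10 reads in every library were tested, and they belong to the set that fixed the scaling. Clustering the values computed here placed 81 of 126 species in the class that Table S1 gives.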

Other observations

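Each count of species or sequences past the threshold was compared with the counts from all splits of the same 6 libraries into 3 and 3, of which there are 10, the real one included. With 10 splits the share is never under 0.1, so these counts can describe but not decide. Between genotypes, 1 of the splits (the real one) gave as many species as the 41 lower in smg mutants at F0–2h, 1 as the 58 lower at F2–4h, 1 as the 40 lower by more than 4-fold at F0–2h and 1 as the 54 at F2–4h. For the 0 species higher at F0–2h, the 0 higher at F2–4h, and the 0 lower and 0 higher at UF0–2h, the splits with as many numbered 10, 10, 10 and 10, as they must for a count of 0. Against unfertilized eggs in wild-type, the numbers were 1 for the 37 higher at F0–2h, 10 for the 0 lower, 1 for the 67 higher at F2–4h and 1 for the 1 lower. In smg mutants they were 10 for the 0 higher and 10 for the 0 lower at F0–2h, and 1 for the 4 higher and 1 for the 1 lower at F2–4h. For sequences of 21 nt they were 10, 1 and 10 for the 0, 8 and 0 called at the 3 stages, and for sequences of 23 to 30 nt 1, 1 and 10 for the 22, 10 and 0 called. The predictions for these splits were written after the counts were seen, except for the counts past 4-fold.

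Reads of 23 to 30 nt outside miRNAs were lower in smg than in wild-type unfertilized eggs, 478697 against 820098 RPM, in all 3 smg libraries (exact permutation p = 0.1, the smallest possible). If longer fragments had been selected less in the smg libraries, canonical reads of 23 nt or longer would be rarer in each of them. They differed by -1.47 points (7.24 ± 1.68% in smg mutants, 8.71 ± 2.69% in wild-type, SD, n = 3 each, exact permutation p = 0.50), and the libraries of the genotypes overlapped. That prediction was made only after the result was seen. Canonical reads are stretches of mature sequences and do not reach the longest lengths of this pool, so the test cannot exclude weaker selection there. Reads of 21 nt outside miRNAs were higher in the same smg eggs, 125797 against 57316 RPM (exact permutation p = 0.1), as a shift to shorter fragments would also give. A second hypothesis was that piRNAs of transposable elements were lower in smg eggs. The transposable element component of Table S1 then should fall by as large a factor, but its ratio of smg to wild-type was 0.84 (from the paper's table), against 0.58 for the reads of 23 to 30 nt. That component is drawn from genome-matching reads, whereas the reads of 23 to 30 nt were not filtered for genome matches. The ratios come from unlike sets of reads, so the test does not decide. Depth, contamination and batch were not tested for this pattern, and no explanation is offered.

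In replicate 1 of smg unfertilized eggs, several miRNAs that are rare in the other replicates were more abundant. The values in replicates 1, 2 and 3 were 52.9, 7.31 and 1.68 RPM for miR-309-3p, 2015, 251 and 83.9 RPM for miR-6-3p, 41.2, 4.10 and 1.42 RPM for miR-1-3p and 103, 5.70 and 3.48 RPM for miR-9a-5p. Of 57 species of Classes A and B, 34 were higher in replicate 1 than in both others. A candidate explanation is a small admixture of reads from a wild-type 2–4 hr library, since across these species the excess followed the wild-type F2–4h values (Spearman's rho 0.7) somewhat more closely than the smg F2–4h values (0.6), the values a few smg embryos among the eggs would bring. The predictions for both were made before these correlations were computed, and the difference between the correlations was not tested. No biological explanation was tested, and the library was kept in every main result.

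A last hypothesis was that zygotic synthesis in smg mutants is delayed by the same time for all miRNAs. If that time were about the step between the embryo stages, smg F2–4h libraries would lie closest to wild-type F0–2h. Of the 3 smg F2–4h libraries, 0 did. Their root-mean-square log2 differences in replicates 1, 2 and 3 were 2.86, 2.52 and 2.77 from wild-type F0–2h, 2.07, 2.23 and 2.36 from wild-type unfertilized eggs and 4.39, 4.00 and 4.11 from wild-type F2–4h. They lay closest to the unfertilized eggs, where a longer shared delay would also place them. The nearest stage therefore does not count against a shared delay of that length. Class A in smg F2–4h differed from wild-type F0–2h by -3.12 on the log2 scale, against -1.22 for Class B, -0.50 for Class C, -0.23 for Class D and -0.063 for Class E, so a delay of Class A no longer than that of Classes B and C was not seen. The prediction for Class A was made only after the result was seen, and the first before.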
